# Single-cell Transcriptome Profiling reveals Dermal and Epithelial cell fate decisions during Embryonic Hair Follicle Development

**DOI:** 10.7150/thno.44306

**Published:** 2020-06-12

**Authors:** Wei Ge, Shao-Jing Tan, Shan-He Wang, Lan Li, Xiao-Feng Sun, Wei Shen, Xin Wang

**Keywords:** Single-cell transcriptome, Cell fate decision, Hair follicle morphogenesis

## Abstract

It is estimated that 50% of men and 25% of women worldwide suffer from hair loss, and therefore it is of great significance to investigate the molecular pathways driving hair follicle de novo morphogenesis. However, due to high cellular heterogeneity and the asynchronous development of hair follicles, our current understanding of the molecular mechanisms involved in follicle development remains limited.

**Methods:** Single-cell suspensions from the dorsal skin of E13.5 (induction stage), E16.5 (organogenesis) fetal mice, and newborn mice (cytodifferentiation stage, postnatal day 0, P0) were prepared for unbiased single-cell RNA sequencing. To delineate the single-cell transcriptional landscape during hair follicle de novo morphogenesis, we performed t-distributed Stochastic Neighbor Embedding (tSNE), pseudotime cell trajectory inference, and regulon enrichment analysis to dissect cellular heterogeneity and reveal the molecular pathways underlying major cell type cell fate decisions. To validate our analysis, we further performed immunohistochemistry analysis of the key molecules involved during hair follicle morphogenesis. Meanwhile, intercellular communication between different cell populations was inferred based on a priori knowledge of ligand-receptor pairs.

**Results:** Based on tSNE analysis, we identified 14 cell clusters from skin tissue and delineated their cellular identity from specific gene expression profiles. By using pseudotime ordering analysis, we successfully constructed the epithelium/dermal cell lineage differentiation trajectory. For dermal cell lineage, our analysis here recapitulated the dynamic gene expression profiles during dermal condensate (DC) cell fate commitment and delineated the heterogeneity of the different dermal papilla (DP) cell populations during in utero hair follicle development. For the epithelium cell lineage, our analysis revealed the dynamic gene expression profiles of the underappreciated matrix, interfollicular epidermis (IFE), hair shaft and inner root sheath (IRS) cell populations. Furthermore, single-cell regulatory network inference and clustering analysis revealed key regulons during cell fate decisions. Finally, intercellular communication analysis demonstrated that strong intercellular communication was involved during early hair follicle development.

**Conclusions:** Our findings here provide a molecular landscape during hair follicle epithelium/dermal cell lineage fate decisions, and recapitulate the sequential activation of core regulatory transcriptional factors (TFs) in different cell populations during hair follicle morphogenesis. More importantly, our study here represents a valuable resource for understanding the molecular pathways involved during hair follicle de novo morphogenesis, which will have implications for future hair loss treatments.

## Introduction

It is estimated that 50% of men and 25% of women worldwide suffer from hair loss, and currently, transplantation of autologous hair follicles has become the main treatment strategy for this hair loss 1, 2. However, for patients without adequate autologous hair follicles, the transplantation of heterologous hair follicles remains ineffective 3. To address this problem, induction of hair follicles from autologous derived stem cells has become a hotspot for research efforts. However, our current understanding on hair follicle de novo morphogenesis *in vivo* remains limited due to the high heterogeneity and the asynchronous development of hair follicles 4, 5. From this perspective, revealing the molecular pathways underlying hair follicle de novo morphogenesis will provide in-depth insights into hair follicle development and will have implications for the induction of hair follicle development under *in vitro* conditions.

In mice, *in utero* hair follicle development has been histologically categorized into three unique stages: induction (E13.5 - E14.5), organogenesis (E15.5 - 17.5), and cytodifferentiation (E18.5 onwards) 5. More recently, with the development of single-cell RNA sequencing (scRNA-seq), new intermediate cell states during early hair follicle morphogenesis have been delineated and an updated classification of different hair follicle stages has been reported 6, 7. Seminal works have delineated that reciprocal signaling pathways between the epithelial and dermal cell populations play vital roles during hair follicle morphogenesis 8-11. However, our current knowledge regarding *in utero* hair follicle morphogenesis remains limited.

At ~E13.5 in mice, the unspecified epidermis receives signals from the mesenchyme (also known as “first dermal signal”) and subsequently forms a layer of thickened epithelial known as placodes. This marks the earliest morphological characteristic during the initiation of hair follicle morphogenesis 12, 13. Wnt/β-Catenin and Eda/Edar/NF-κB signaling have been demonstrated to play vital roles during placode fate commitment 14, 15, while the upstream regulators remain elusive. Following placode fate commitment, they signal to the underlying fibroblasts to promote the formation of DC, the precursor of the DP. The signal/s involved in the “first epithelial signal” remain largely unknown. However, fibroblast growth factor 20 (Fgf20) signaling has been shown to be one of the “first epithelial signals” as ablation of Fgf20 in mice results in the failure of DC formation 16. After the commitment of the placode and DC, the cross talk then promotes the transition to the next stage of development: signals from DC, also known as the “second dermal signal”, promote the downward proliferation of epithelial placode cells and whereafter, it's believed that Wnt and Shh signaling to promote these epithelial cells to encircle the DP in the dermal layer 8, 17, 18. Interestingly, it has been demonstrated that the further development of the epidermal is independent of hair follicle signaling and the suprabasal cells arise at ~E13.5 and gradually give rise to the IFE 19. After the envelopment of the DC by epithelial cells, the DC then matures into the DP surrounded with matrix cell populations. As the cross-talk between the DP and surrounding matrix continues, signals from the DP then promote the surrounding matrix cells to further differentiate into the hair shaft and IRS. At this time, the rudiment of a developing hair follicle becomes morphologically evident.

While the process of hair follicle morphogenesis has been well-documented, our current understanding of the molecular signatures and gene regulatory networks operating within a particular cell population remains limited. Also, limited progress has been made to identify conserved gene markers expressed in the different cell populations. By using genetic loss-of-function assays, transgenic mouse models, and flow cytometer cell sorting technology based on prior knowledge of well-defined markers, the molecular signatures of different cell populations during hair follicle development have been reported 7, 20, 21. However, the molecular signatures are varied resulting in groups using different cell markers to identify particular cell populations 21.

It is also worth noting that during early hair follicle development the molecular signature of a particular cell population may change dramatically with the intermediate cellular states remaining to be elucidated 7. Another confounding issue is that hair follicle development is asynchronous: guard hair follicles are induced as early as ~E13.5, and awl/auchene hair follicles are formed at ~E15.5, while the zigzag hair follicle, which make up about 80 % of adult hairs, initiates morphogenesis at ~E17.5 22, 23. Our current understanding of the timing and the machinery underlying the growth of different hair follicles remains limited. Driskell *et al*., demonstrated that *Sox2* expression in the DC may participate in controlling the hair follicle type, as evidenced by the fact that from E18.5 SOX2 expression is confined to a subset of cells (guard/awl/auchene dermal papillae, G/AA-DP, but not zigzag dermal papillae, ZZ-DP). This provides evidence that DP cells in different types of hair follicles are heterogeneous 20. Supporting such a notion, *Sox18* ablation in mice results in the loss of zigzag hairs 24, 25. Conversely, Chi *et al*., demonstrated that the number of DP cells in the hair follicle correlates with the hair follicle type during development, suggesting that the different number of DPs induced different cumulative signaling, which then specifies the hair size and type 26.

Tackling these problems using scRNA-seq, two recent back-to-back studies have uncovered new intermediate states that form during DC specification 7, 27. This has helped fill in the gaps regarding the underappreciated intermediate cellular states occurring during cell fate determination. It also has provided new molecular insights into the cellular heterogeneity within particular cell populations, during hair follicle development. Here, also by utilizing the same scRNA-seq technology, we performed integrated analysis on 15,086 single cell transcriptomes from E13.5 and the underappreciated E16.5 and P0 mouse dorsal skin which encompasses hair follicle induction, organogenesis, and the cytodifferentiation stages, respectively. By using tSNE analysis we identified 9 major cell populations. Based on Monocle pseudotime ordering analysis and the SCENIC regulon inferring assay we successfully constructed the epithelium/dermal cell lineage differentiation trajectory and revealed sequential activation of key regulons involved during cell fate decisions. The intercellular communications occurring were also inferred during hair follicle morphogenesis. Taken together, our data provide new insights into cell fate decisions occurring during hair follicle *in uterus* development, and more importantly, delineates molecular information regarding the underappreciated organogenesis, and cytodifferentiation stages.

## Results

### Single-cell sequencing and characterization of cellular heterogeneity during hair follicle morphogenesis

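Droplet-based 3' single-cell RNA sequencing (10x v2 chemistry) counts each captured transcript once by its unique molecular identifier (UMI). Back skin of pooled male mice gave 1 library at each of E13.5, E16.5 and P0, with no replicate library, so no difference between stages or cell groups has a replicate check and no test was run. The methods describe trypsin digestion of embryonic skin and collagenase IV digestion of P0 skin. The authors aligned the reads and counted UMIs with CellRanger, kept cells with at least 1750 genes in Seurat, and deposited the natural log of 1 plus the UMIs of a gene per 10000 UMIs of its cell. Every value above 0 came back as a whole number of UMIs within a tolerance of 0.001, which gave 166173741 UMIs in 16235 cells. The cells of each library were clustered alone, with all 121 genes that the paper names left out of the clustering features. Clusters were named from marker lists that were fixed before the data were examined, except for a list of cartilage and tendon genes, which was written after the clusters had been seen. A class named in this way is called dermal-like, epithelial-like and so on. The reference level against which markers were judged high was also chosen after the clusters had been seen, as the last of 3 that were tried, and the share of cells named depends on it. Values are UMIs summed over a group of cells, scaled to the total of the group (CPM), and differences are log2 of the ratio of CPM after adding 10. Intervals are 95% exact Poisson intervals for sums and exact binomial intervals for shares, and both cover counting error only. Gene positions are those of the GENCODE vM21 annotation of GRCm38.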

To decipher the transcriptome regulatory network and cellular fate decisions during hair follicle morphogenesis, we dissociated dorsal back skin tissue from three timepoints during hair follicle development, the induction stage (E13.5), organogenesis stage (E16.5), and the cytodifferentiation stage (P0), into single cells and performed droplet-based scRNA-seq (Figure 1A). 

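A gene was counted as detected in a library when at least 1 UMI was found in its cells, among the 19165 genes of the deposited table. By that count 18037 genes were detected at E13.5, 17887 at E16.5 and 17242 at P0. The table holds genes and cells after the authors' filters, and genes seen only in cells that were removed are not in it.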

We detected 19,997 genes in total for E13.5 skin cells, 19,767 genes for E16.5 skin cells and 19,145 genes for P0 skin cells (Figure S1A-B). After removing low-quality cells, we obtained 15,086 single-cell transcriptome profiles from E13.5, E16.5 and P0 mouse back skin cells (4,994, 5,152, and 4,940 single cells, respectively).

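The deposited table holds 5962 cells at E13.5, 5208 at E16.5 and 5065 at P0, each with at least 1750 genes. The median number of UMIs per cell was 7066.5 at E13.5, 11021 at E16.5 and 6797 at P0, and the median number of genes was 2655, 3281 and 2234. A stricter minimum of 2500 genes per cell left 3342, 4642 and 1876 cells, so the cells left at P0 fell most. Scrublet called 84 doublets at E16.5 (1.61%) and 106 at P0 (2.09%). At E13.5 its own threshold called 0 of the cells, so the caller did not work in that library and doublets there are not known.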

To dissect the cellular heterogeneity during hair follicle morphogenesis, we then performed tSNE analysis of all the single cells (Figure 1B). 

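Cells of the 3 libraries were aligned by canonical correlation anchors in Seurat 5.3.0, with 2000 variable genes and 20 dimensions. Of the resulting clusters, 12 held at least 10% of cells from each stage. Those clusters took in 43.0% of the E13.5 cells (interval 41.8% to 44.3%), 73.3% of the E16.5 cells and 68.1% of the P0 cells. With 1 library per stage, stage cannot be separated from library.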

We found that only a small percentage of the cells from E13.5 overlapped with cells from E16.5 and P0 (Figure 1B, left panel and Figure S1C). Furthermore, tSNE analysis revealed 14 cell clusters according to their gene expression profiles and most of the clusters consisted of cells from different developmental time-points (Figure S1D), thus preliminarily deciphering that skin cells were highly heterogenous (Figure 1B, right panel). 

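Graph clustering of the aligned cells at resolution 0.6 gave 24 clusters. In 5 of them more than 80% of the cells came from a single stage, and in 14 every stage made up more than 5%. Without alignment of the libraries, 17 of 24 clusters drew more than 80% of their cells from a single stage, the alternative that moved this count most. The cluster led by *Rspo3*, *Ebf1*, *Bmp3* and *Sox18* had 192 cells, of which 47.9% were from E16.5, 51.6% from P0 and 0.521% from E13.5.

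**Figure D1:**
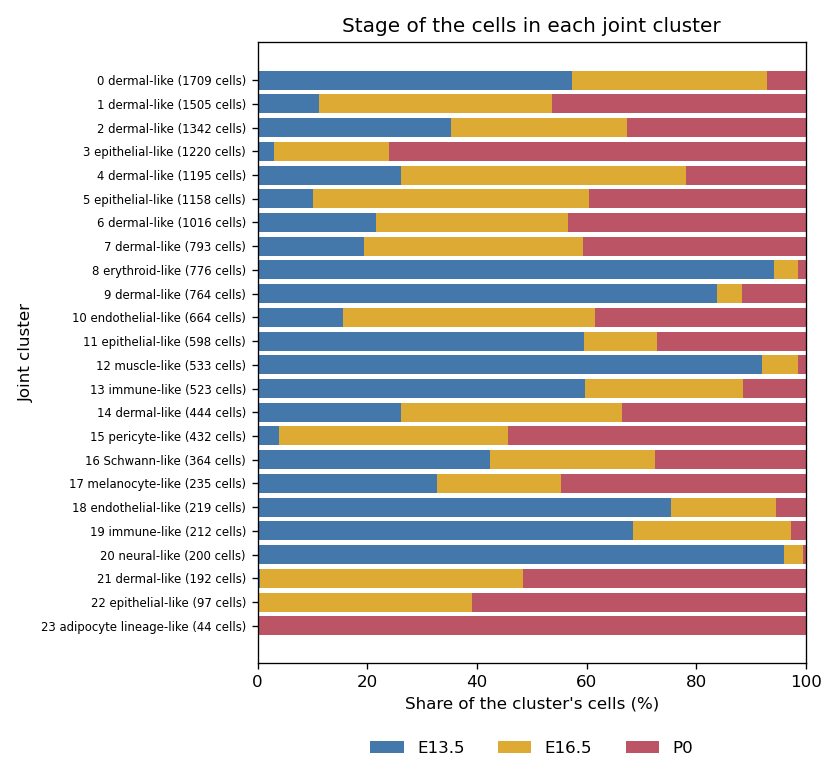
Share of cells from each stage (percent, horizontal axis) in each joint cluster (vertical axis, with the name given by its markers and its number of cells). Colours mark E13.5, E16.5 and P0, and 5 clusters draw more than 80% of their cells from a single stage.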

To further characterize cell cluster identity we initially performed hierarchical clustering on the 14 cell clusters (Figure S2A) and the results revealed 8 major branches (cluster 12; cluster 11; cluster 3, 5; cluster 10; cluster 1, 4, 8, 13; cluster 0, 2, 7; cluster 6; cluster 9). 

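*Col1a1* (chromosome 11, 94936224 to 94953042) was at 1960 CPM in dermal-like cells at E13.5, 7782 CPM at E16.5 and 11317 CPM at P0, against 1056, 945 and 603 CPM in the remaining cells of the same libraries. *Krt14* (chromosome 11, 100203162 to 100207548) was at 625, 4406 and 4243 CPM in epithelial-like cells at the same stages, against 19.3, 177 and 259 CPM elsewhere. *Pecam1* and *Kdr* in endothelial-like cells, *Myod1* and *Pax7* in muscle-like cells, *Cd52* and *Fcer1g* in immune-like cells, and *Rgs5* and *Acta2* in pericyte-like cells were highest in that class at each stage at which it was found. *Map2* and *Stmn3* were highest in neural-like cells, which were found at E13.5 only. *Fabp7* was highest in neural-like cells at E13.5 (772 CPM) and in Schwann-like cells at E16.5 (591 CPM) and P0 (230 CPM). Dermal-like cells made up 42.1% of cells at E13.5, 63.4% at E16.5 and 52.5% at P0. When markers were judged against all other cells, the shares were 9.61%, 15.8% and 27.7%, and with a minimum of 2500 genes per cell the P0 share was 24.4%. In 4 of 12 dermal-like clusters at E16.5 and 1 of 8 at P0, the leading genes held *Stmn2*, a neural marker, and 0 naming markers of the dermal class. By the rule used, dermal-like cells were therefore not compared between stages, which rests on that 1 gene.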

We then evaluated the expression of a series of well-recognized cell marker genes and revealed 8 major cell identities: *Col1a1* and *Lum* highly expressing dermal cell clusters (Figure 1C, top panel) 27, 28; *Krt14* and *Krt15* highly expressing epithelial cell cluster (Figure 1C, lower panel) 29; *Pecam1* and *Kdr* highly expressing endothelial cell cluster 30; *Plp1* and *Fabp7* highly expressing melanocyte cell cluster 31; *Rgs5* and *Acta2* highly expressing pericyte cell cluster 32; *Map2* and *Stmn3* highly expressing neural cell cluster 33; *Myod1* and *Pax7* highly expressing muscle cell cluster 34, and *Cd52* and *Fcer1g* highly expressing immune cell cluster (Figure S2B) 35. These results further validated our hierarchical clustering analysis. Together, these analyses here enable *bona fide* characterization of different cell populations within the skin tissues (Figure 1D). Besides, we also used a recently published Seurat V3 pipeline to validate our tSNE analysis, and the result also consistent with our tSNE analysis (Figure S2C).

Based on Seurat analysis, we also compared the cluster-specific gene expression across the cell clusters (Figure 1E) and it was found that dermal cell clusters showed high expression levels of *Col1a1*, *Lum*, *Ptn*, *Twist2*, *Col3a1*, *Nfia* and *Mdk*, while epithelial cells showed high expression of *Krt14*, *Krt15*, *Krt17*, *Krt5*, *Pdgfa* and *Bmp7*. 

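Of the 13 genes, 13 were on the stated side between dermal-like and epithelial-like cells at E13.5, 13 at E16.5 and 12 at P0. *Lum* had a log2 difference of 1.90 (1.80 to 1.99) at E13.5, 3.55 at E16.5 and 4.44 at P0. *Ptn* was higher in dermal-like cells at E13.5 (1.23) and E16.5 (0.19) and higher in epithelial-like cells at P0, with a log2 difference of -2.24 (-2.33 to -2.15). *Krt15* was at -3.48, -4.88 and -4.42. *Krt17* was at -6.01, -4.39 and -4.66, and *Bmp7* at -2.05, -1.63 and -1.20. At E13.5 the genes with the highest log2 difference in favour of dermal-like cells were *Nrp1*, *Crabp1*, *Nrgn*, *Pth1r* and *Osr1*, between 2.00 and 2.08. The summed dermal markers of epithelial-like cells were at 31.5% of the level of dermal-like cells at E13.5, 15.6% at E16.5 and 6.95% at P0. Of the 510 epithelial-like cells at E13.5, 303 were in 3 sub-clusters led by genes of other types, with dermal markers at 38.2% to 55.9% of the dermal level, and the leading genes included *Myog* and *Actc1*, *Cpa3* and *Hbb-bh1*, and *Ccl21a* and *C1qb* (singled out after their values were seen). The group is therefore mixed at that stage.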

We also revealed DC cell cluster specific genes including, *Sox18*, *Sox2*, *Trps1*, *Foxd1*, *Bmp3* and *Cpne5*. 

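DC-like cells were found by clustering the E16.5 dermal-like cells again and numbered 460, or 13.9% of dermal-like cells (interval 12.8% to 15.2%). Sub-clusters were named by fold over all other dermal-like cells. When classes were named against all other cells, 823 cells were dermal-like at E16.5, and no cell among them was named DC-like. Under a minimum of 2500 genes per cell, DC-like cells were 8.01% of dermal-like cells. They pool 3 sub-clusters of 195, 192 and 73 cells. The sub-cluster of 195 cells held 616 of the *Sox18* UMIs, 463 of the *Sox2* UMIs and 672 of the *Bmp3* UMIs, and that of 192 cells, named from 3 of 12 markers, had *Sox18* at 38.1 CPM and *Bmp3* at 5.68 CPM. The 6 genes were higher in DC-like than in other dermal-like cells of the same library. *Sox18* (chromosome 2, 181669836 to 181671640) had 723 UMIs in DC-like cells (174 CPM) and 172 UMIs in other dermal-like cells (5.21 CPM), a log2 difference of 3.60 (3.42 to 3.77). *Sox2* was at 3.51, *Bmp3* at 3.51, *Foxd1* at 3.17, *Cpne5* at 2.40 and *Trps1* at 1.80. The 5 genes with the highest difference also included *Cdkn1a* (3.49) and *Bmp4* (3.36), and *Agtr2*, *Dpt*, *Hist1h1b*, *Hist1h2ap* and *Kitl* had the lowest, between -3.56 and -2.82.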

Visualization of the top 10 expressed cluster specific genes showed obvious cluster specific expression (Figure S2D and Table S1). Taken together, we have successfully identified major cell populations in the dorsal skin during hair follicle morphogenesis and identified a series of cell identity specific signature genes, which enable* bona fide* characterization of cellular heterogeneity.

### Revealing dermal cell fate decisions during hair follicle induction stage (E13.5 - E16.5)

From E13.5 to E16.5, unspecified dermal and epidermal cells differentiate into DC and IFE or matrix precursors, respectively (Figure 2A). We initially focused on the dermal cells and extracted all dermal lineage cells (dermal cell clusters and DC cluster in Figure 1D) and performed pseudotime ordering based on the Monocle algorithm (Figure 2B and Figure S3A). After pseudotime analysis, we observed two branches across the hair follicle morphogenesis stage. The first branch point 1 mainly consists of cells from E16.5, while branch point 2 consists of cells from P0 (Figure 2B), thus deciphering major cell fate decisions during dermal cell differentiation across the hair follicle *in utero* differentiation. To further verify the directionality in the pseudotime trajectory, we performed RNA velocity analysis to estimate the expression of unspliced and spliced mRNAs in the trajectory 36. The RNA velocity analysis also showed a clear directional flow at the end of each branch point, further corroborating the Monocle analysis (Figure S3B). However, it's also worth noting that some RNA velocity vectors do not follow specific trajectories, which may be caused by the discontinuous sampling method and asynchronous development of hair follicles.

We next focused on the branch point 1 and performed gene expression analysis along each branch (Figure 2C). According to the pseudotime ordering analysis, dermal cells bifurcated into two cellular states (state 2 and state 5 in Figure 2B, right panel). To reveal the sequential gene expression dynamics along each branch we visualized the gene expression dynamics along the pseudotime trajectory (Table S2) and observed four distinct gene sets according to their expression pattern (Figure 2C and Figure S3C). For the pre-branch (gene set 1), namely unspecified dermal cells from E13.5, they showed high-level expression of *Ptma*, *Hjurp*, *Nucks1*, *Cenpf*, and enriched GO terms of “mitotic cell cycle, microtubule cytoskeleton organization, and DNA repair”, which was similar to the dermal adipocyte progenitors (cell fate 1). 

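In dermal-like cells at E13.5, *Ptma* was at 4231 CPM, *Nucks1* at 325 CPM, *Cenpf* at 188 CPM and *Hjurp* at 155 CPM. *Ptma* was higher in epithelial-like cells (6151 CPM) and neural-like cells (5596 CPM) of that library, and *Nucks1* in Schwann-like cells (418 CPM). Within the E16.5 library, *Hjurp* was lower in DC-like than in other dermal-like cells by a log2 difference of -1.40 (-1.59 to -1.22), *Nucks1* by -0.92 and *Cenpf* by -2.64, while *Ptma* was higher, at 0.37 (0.34 to 0.40). The cycling sub-clusters were all among the other dermal-like cells. A sub-cluster of 452 cells that is not DC-like, with 73.9% in G1 phase, was also below the rest of the dermal-like cells. Its log2 differences were -0.98 for *Hjurp*, -0.87 for *Nucks1*, -2.98 for *Cenpf* and, unlike DC-like cells, -0.79 for *Ptma*. Lower *Hjurp*, *Nucks1* and *Cenpf* are therefore not particular to DC-like cells. Pseudotime branches were not analysed here.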

While for the DC fated branch (cell fate 2) we found three subsequent stages (gene set 2, 3, 4). 

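*Igfbp5* (chromosome 1, 72857932 to 72874884) had 379 UMIs in DC-like cells at E16.5 (91.2 CPM) and 12220 UMIs in other dermal-like cells (370 CPM), a log2 difference of -1.91 (-2.07 to -1.75). *Set* was at 547 CPM in DC-like and 584 CPM in other dermal-like cells, a log2 difference of -0.09 (-0.17 to -0.01). *Meg3* was at 3162 CPM and 3161 CPM in the same groups, with no detectable difference. Cells between the branches of a trajectory are not resolved in these groups.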

For gene set 2 we observed elevated expression of *Igfbp5*, *Set*, *Meg3* and these genes enriched the GO terms of “RNA splicing and chromatin organization”, which may represent dermal cells that have received induction signals and are preparing for their subsequent differentiation. For gene set 3 we observed high expression of *Lef1*, *Twist2*, *Foxd1*, *Cntn4* (Figure 2C and Figure S3C), and these genes enriched the GO terms of “negative regulation of cell differentiation, organophosphate catabolic process, and regionalization”. It is of interest that *Lef1* and *Twist2* have been recently identified as pre-DC markers by Mok *et al*., and it is therefore plausible that gene set 3 represents a pre-DC stage signature gene list 7. 

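*Lef1* (chromosome 3, 131110471 to 131224356) was at 248 CPM in DC-like cells at E16.5 and 66.5 CPM in other dermal-like cells, a log2 difference of 1.76 (1.62 to 1.89). *Twist2* was at 1262 and 999 CPM, a log2 difference of 0.33 (0.28 to 0.39), which changed direction at clustering resolution 0.5 and with a minimum of 2500 genes per cell. In the DC-like sub-cluster of 195 cells, which held most of the *Sox18* UMIs, *Twist2* was at 577 CPM, below other dermal-like cells, and in those of 192 and 73 cells it was at 1800 and 1660 CPM. *Cntn4* had 91 UMIs in DC-like cells and its log2 difference of -0.01 (-0.29 to 0.27) was not detectable at this depth.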

After the pre-DC stage, our analysis revealed that DC fated cells showed a significantly high expression level of *Prdm1*, *Heyl*, *Tshz1*, *Sox18* (Figure 2C and Figure S3C), all of which were recently identified DC markers, further emphasized their DC identity. Furthermore, when evaluating cell cycle progression along pseudotime we also found that the DC cell branch mainly arrested at the G1 phase (Figure S3D), which was consistent with recent findings that cell cycle exit was a marker of acquisition of the DC fate 27. 

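*Prdm1* (chromosome 10, 44437177 to 44528501) had 366 UMIs in DC-like cells at E16.5 (88.0 CPM) and 142 UMIs in other dermal-like cells (4.30 CPM), a log2 difference of 2.78 (2.57 to 2.98). *Heyl* was at 77.2 and 6.93 CPM, a log2 difference of 2.36 (2.14 to 2.58). *Tshz1* had 67 UMIs in DC-like cells (16.1 CPM) and 793 UMIs in other dermal-like cells (24.0 CPM), a log2 difference of -0.38 (-0.67 to -0.09).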

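Each cell was thinned to 3500 UMIs and called G1 when neither its S score (43 genes) nor its G2/M score (54 genes) was above 0. At E16.5, 385 of 460 DC-like cells were called G1 (83.7%, interval 80.0% to 87.0%), against 1206 of 2841 other dermal-like cells (42.4%, 40.6% to 44.3%). Without thinning the shares were 85.0% and 42.7%. Phase called from the share of UMIs in the S and G2/M genes gave 89.3% and 47.5%. Clustering had split dermal-like cells by phase, and cycling sub-clusters counted as other dermal-like. Those of 381, 333, 274 and 123 cells had at most 2.70% in G1. In others of that group, of 452, 351, 313 and 163 cells, the shares were 73.9%, 82.9%, 87.2% and 83.4%. The DC-like sub-clusters (195, 192 and 73 cells) were at 90.8%, 83.9% and 64.4%. Cycling DC cells could fall in the cycling sub-clusters, so the contrast cannot decide whether DC cells cycle less. At P0, 87.8% of DP-like and 71.9% of other dermal-like cells were called G1, and with the share of UMIs the P0 groups were at 63.8% and 63.1%. Cycling sub-clusters of 334, 115 and 68 cells, with at most 2.94% in G1, again counted as other dermal-like. The remaining sub-clusters of that P0 group were at 81.2% to 95.5%, so the P0 gap follows from the grouping. Median depth was 8456.5 UMIs in DC-like cells and 10774 in other dermal-like cells, and free RNA, which differs between groups in ways not known here, enters these calls. From the phase along pseudotime, the paper states that the DC branch was mainly in G1.

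**Figure D2:**
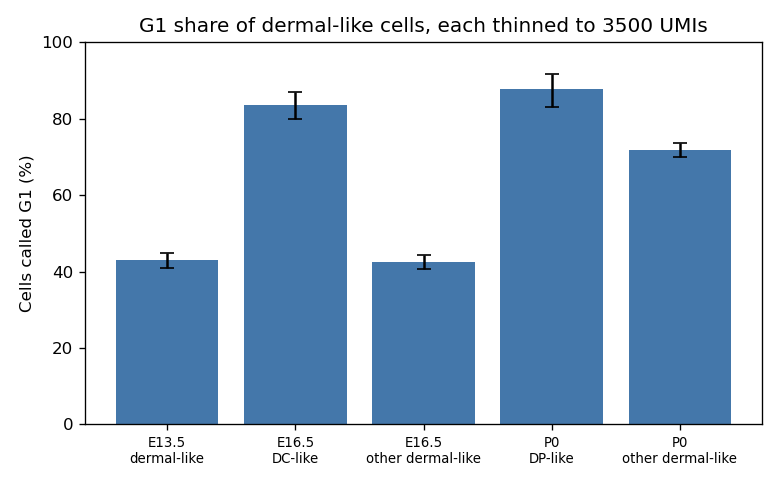
Cells called G1 (percent, vertical axis) in groups of dermal-like cells (horizontal axis), each cell thinned to 3500 UMIs. Bars are shares and error bars are exact 95% binomial intervals, with DC-like cells at E16.5 at 83.7% and other dermal-like cells of that stage at 42.4%. The latter group pools cycling sub-clusters with others, such as those of 452 and 313 cells at 73.9% and 87.2%. The bars therefore do not set DC-like cells apart from those sub-clusters.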

Immunofluorescence analysis also indicated that DC expressed PRDM1 and LEF1, but not PCNA, further emphasizing that DC cells exit the cell cycle at this stage (Figure 2D). The expression of CTNNB1 and BMP2 was also detected in the DC cell populations while KRT15 was mainly expressed in the epidermal cells. Taken together, our analysis here successfully recapitulated the* bona fide* dermal cell fate decision to a DC fate, and revealed the transcriptome landscape during DC fate commitment.

After recapitulation of the dermal cell transcriptome landscape during the hair follicle induction stage we then investigated the key TFs involved during the first dermal cell fate decision. We implemented a single-cell regulatory network inference and clustering (SCENIC) pipeline to infer key regulons involved during the hair follicle cell fate decisions (Figure S4) 37. The SCENIC algorithm revealed a series of key regulons and their corresponding target genes (Table S3). 

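Regulon activity was not analysed here, and the values are those of the mRNA of the transcription factors themselves in the E16.5 library. *Gli1* was at 87.1 CPM in DC-like cells and 28.8 CPM in other dermal-like cells, a log2 difference of 1.32 (1.12 to 1.52). *Sox9* had a log2 difference of 1.54 (1.27 to 1.80), *Foxp1* of 0.79 (0.51 to 1.06) and *Hes1* of 0.30 (0.08 to 0.52).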

For the DC branch cells, they enriched regulons such as *Gli1*, *Hes1*, *Sox9*, *Foxd1*, *Foxp1*, *Sox18*, *Prdm1*, and *Sox2* (Figure 2E), all of which were also defined markers during DC fate commitment 7. Besides, comparison of SCENIC identified TFs with Mok *et al*., identified TFs showed ~30% overlap (Figure S3E). Our immunofluorescence analysis also verified the expression of SOX9 and SOX18 in the DC population (Figure 2D and Figure S3F). We also revealed other candidate regulons which may play vital roles during DC specification such as, *Glis2*, *Zfp160*, *Zmiz1,* and *Sox11,* etc. 

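The mRNA of *Sox11* was at 396 CPM in DC-like and 43.7 CPM in other dermal-like cells at E16.5, a log2 difference of 2.92 (2.79 to 3.05). *Glis2* was higher by 0.90 (0.64 to 1.15) and *Zmiz1* by 0.88 (0.68 to 1.07). *Zfp160* had 40 UMIs in DC-like cells, and its log2 difference of 0.19 (-0.11 to 0.50) was not detectable at this depth.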

Combining our Monocle cell fate comparison assay with our regulon inferring assay we further analyzed sequential activation of the key regulons (Figure 2F) and it was revealed that *Sox2*, *Foxp1*, *Foxd1* were early activated regulons targeting to *Lef1*, *Foxd* family members, and *Foxo1*. Noteworthy, these regulons illustrated above and their corresponding targets have been recently identified as preDC signature genes (tick labeled).

### Pseudotime ordering analysis reveals that G/AA-DP and ZZ DP are transcriptional distinct branches

Since we successfully recapitulated the dermal cell lineage pseudotime differentiation trajectory and delineated the DC cell fate commitment prior to E16.5, we then focused on the next development trajectory from E16.5 to P0 (Figure 3A, top panel). This is the time corresponding to DP cells being specified, including guard hair follicles, Awl/Auchene hair follicles, and Zigzag hair follicles 23, 38. Interestingly, consistent with Driskell *et al*., our immunohistochemistry analysis showed that SOX2 was expressed in the G/AA-DP, but not the ZZ-DP (Figure 3A, lower panel). Pseudotime ordering analysis revealed that DP cells bifurcated into two branches, suggesting that two distinct DP populations exist in the P0 skin hair follicles (Figure 3A, top panel). To further identify signature genes between the different DP cell populations we used Monocle to perform differential gene expression analysis between the two branches (Figure 3B). Our analysis identified 606 signature genes for cell fate 3 and 1,004 signature genes for cell fate 4. Specifically, we found that branch 3 expressed high levels of *Bmp4*, *Sox18*, *Fgfr1*, *Gli1*, *Lef1*, and *Notch1*, while branch 4 showed high expression of *Fgf7*, *Vcan*, *Wnt9a*, *Notch1*, *Dlk1*, *S100b*, and *Sod3* (Figure 3C and Figure S5A). 

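DP-like cells at P0 numbered 246, or 9.26% of dermal-like cells (interval 8.18% to 10.4%). The share moved most when classes were named against all other cells (13.8%), under which dermal-like cells numbered 1403 instead of 2658. In that smaller class *Bmp4*, *Vcan*, *Sod3*, *Prdm1*, *Fos*, *Creb3l1* and *Trps1* changed direction. The differences given here for DP-like cells therefore rest on which cells were named dermal-like. Against other dermal-like cells of that library, *Bmp4* (chromosome 14, 46383520 to 46390669) was at 534 CPM and 47.8 CPM, a log2 difference of 3.23 (3.06 to 3.41). *Sox18* was higher in DP-like cells by 4.01, *Lef1* by 2.15, *Fgfr1* by 1.52, *Notch1* by 1.51 and *Gli1* by 0.91. *S100b* was higher by 1.72, *Fgf7* by 1.27, *Sod3* by 1.00 and *Vcan* by 0.94. *Dlk1* was lower in DP-like cells, at 686 against 1693 CPM and a log2 difference of -1.29 (-1.39 to -1.19), and *Wnt9a* had 7 UMIs in DP-like cells with no detectable difference. The DP-like cells fell into 3 sub-clusters of 107, 97 and 42 cells, and *Vcan* was above other dermal-like cells in that of 42 cells only, while *Bmp4* and *S100b* were below them in that of 97 cells.

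**Figure D3:**
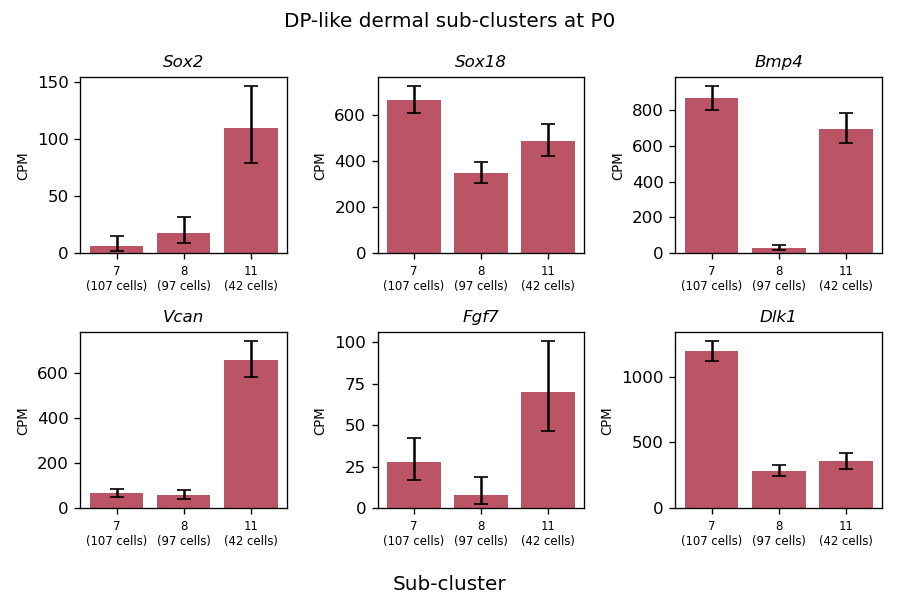
CPM (vertical axis) of *Sox2*, *Sox18*, *Bmp4*, *Vcan*, *Fgf7* and *Dlk1* in the 3 DP-like sub-clusters at P0 (horizontal axis, with their number and cells). Bars are summed UMIs scaled to the total of the sub-cluster and error bars are exact 95% Poisson intervals, and *Sox2* is highest in the sub-cluster of 42 cells.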

For cell fate 3, the differentially expressed genes (DEGs) enriched the GO terms of “Wnt signaling pathway, tissue morphogenesis, and cell morphogenesis involved in differentiation”, while for cell fate 4, DEGs enriched the GO terms of “extracellular matrix organization, collagen metabolic process, and connective tissue development”. Several groups demonstrated that *Sox18* specifically expressed in the zigzag hair follicle DP 39, 40, and the ablation of *Sox18* has been demonstrated to reduce zigzag hair formation 24, 25. We further performed mRNA *in situ* hybridization (ISH) to validate the expression of *Sox18* in different hair follicles and the result showed that *Sox18* mainly expressed in the zigzag hair follicles (Figure S5B). Therefore, we termed cell fate 3 as the ZZ-DP fate (Figure 3B and Figure S5B, left panel). For cell fate 4, Driskell *et al*. demonstrated that *Fgf7* significantly increased in G/AA-DP compared with the ZZ-DP 20, we therefore termed cell fate 2 as the G/AA-DP fate (Figure 3B and Figure S5C, right panel). 

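*Sox2* (chromosome 3, 34650405 to 34652461) had 60 UMIs in DP-like cells at P0 (33.8 CPM) and 7 UMIs in other dermal-like cells (0.445 CPM). A *Sox2* UMI was found in 31 of 246 DP-like cells (12.6%), or in 7.72% (interval 4.71% to 11.8%) with every cell thinned to 3500 UMIs. In endothelial-like cells of that library, which should lack the gene, 0 of 266 cells had a *Sox2* UMI, and at the thinned depth the upper bound of that share was 1.38%. Median depth was 6170 UMIs in DP-like cells and 9708.5 in endothelial-like cells. At E16.5 the gene had 547 UMIs in DC-like cells, and 40.9% of those cells had a UMI (26.7% thinned), against 1.43% of endothelial-like cells (0 when thinned) at a median depth of 16529.5 UMIs.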

Noteworthy, the well-known G/AA-DP *Sox2* was not detected in the current dataset; such inconsistency may be caused by the high number of zero counts of *Sox2* during sampling.

We then compared previously reported DP signature genes with our Monocle analysis identified G/AA-DP and ZZ-DP signature genes. As far as we know little transcriptome information is available for P0 DP from different hair follicles, we therefore compared our identified DEGs with previously identified DP signature genes from P5 hair follicles (Figure 3D and Table S4). Unexpectedly, it was found that DEGs from ZZ-DP or G/AA-DP overlapped similarly with previously identified 5 DP populations. However, it's notable that the branch endpoint showed similar expression of *Sox18*, *Bmp4*, and *Vcan*, while the differences mainly concentrated intermediate cells en route to the end branch (Figure S5C). It is therefore plausible that intermediate states may exist during the underappreciated DP specification stage *prior to* entering the hair cycle, which may also account for the inconsistent expression reported by different groups. 

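The P0 sub-cluster with the most *Sox2* (42 cells) was compared with the one with the most *Sox18* (107 cells), a choice made after the values were seen that fixes the direction of those genes. *Vcan* was at 658 CPM in the first and 66.3 CPM in the second, a log2 difference of 3.13 (2.60 to 3.67). *S100b* (1.16), *Fgf7* (1.08), *Lef1* (0.71) and *Fgfr1* (0.69) were also higher in the sub-cluster with the most *Sox2*. *Dlk1* (-1.72), *Sod3* (-1.60) and *Bmp4* (-0.32, interval -0.60 to -0.04) were higher in the other. *Krt14* was at 1111 CPM in the sub-cluster with the most *Sox18* and 142 CPM in that with the most *Sox2*, so epithelial RNA differs between them. The remaining sub-cluster of 97 cells had less *Bmp4* (29.0 CPM) and *Sox18* (348 CPM) than either and more *Acta2*, at 420 CPM against 24.9 CPM in the first and 54.4 CPM in the second. It was named from 3 of 12 markers, with 0 of them among its 10 leading genes, and is pooled into the DP-like cells.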

We further visualized several core DP markers and also observed a similar expression pattern including, *Fgf7*, *Lef1*, *Gli1*, and *Notch1* (Figure S5D) 21.

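Between the same P0 sub-clusters, *Gli1* (159 and 99.5 CPM) and *Notch1* (34.9 and 43.8 CPM) had log2 differences of 0.63 (-0.02 to 1.28) and -0.26 (-1.30 to 0.77), neither detectable at this depth.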

To further capture the relationships between the terms enriched from the different gene sets we then compared enriched GO terms between different cell clusters (Figure 3E, Figure S5E). It was found that the four gene sets shared many co-enriched GO terms, and the top enriched GO terms included extracellular matrix organization, vasculature development and response to growth factors. We also applied SCENIC to infer key regulons involved during the DP cell fate decision (Figure 3F). It was found that both DP populations enriched regulons such as *Bmyc*, *Bclaf1*, and *Fos*, while the ZZ branch specifically enriched regulons such as *Gli1*, *Sox2*, *Lef1*, *Sox18,* and *Prdm1*, and the G/AA-DP branch enriched regulons such as *Zfp110*, *Creb3l1*, *Meis2*, and *Dmrt2*. 

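Of the mRNA of these transcription factors at P0, *Prdm1* was at 150 CPM in DP-like cells and 3.31 CPM in other dermal-like cells, a log2 difference of 3.59 (3.32 to 3.85). *Fos* was higher in DP-like cells by 0.66 (0.58 to 0.74) and *Bmyc* by 0.52 (0.23 to 0.80). *Creb3l1* was lower, at -0.76 (-1.05 to -0.48). *Bclaf1*, *Zfp110* and *Meis2* had no detectable difference, and *Dmrt2* had 1 UMI in DP-like cells.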

Differences found between regulon enrichment also suggests the heterogeneity of the ZZ-DP and G/AA-DP, which may be responsible for the asynchronous development of different hair follicles.

### Recapitulating epithelial cell fate decisions towards matrix and IFE precursors (E13.5 - E16.5)

After delineating the dermal cell fate decisions we then investigated the underappreciated epidermal cell lineage fate decisions. Histology analysis showed that E16.5 mouse dorsal skin had obvious primary follicle and stratified epithelium structures (Figure 4A). We then extracted epithelial cells from Seurat and performed Monocle cell trajectory analysis using variable genes identified by Seurat as ordering genes (Figure 4B, left and Figure S6A-B). Cell trajectory analysis revealed that epithelium cells also showed two main bifurcation points along the cell trajectory. The first bifurcation point consists of cells derived from E16.5, while the second bifurcation point mainly consists of cells derived from newborn mouse dorsal skin (Figure 4B, right). RNA velocity analysis also showed obvious directional flow along the pseudotime trajectory (Figure S6C).

We initially focused on the first bifurcation point and performed DEG analysis comparing each branch (cell fate 1 *vs* cell fate 2 in Figure 4B). DEG analysis revealed the two branches as matrix progenitor cells and IFE cells as evidenced by the high expression of canonical markers (Figure 4C). For the IFE branch, the DEGs enriched two distinct gene sets (gene set 2 and 3) (Figure 4C). For gene set 2 they enriched genes such as *Krt14, Krt5, Lef1 and Dcn*, and enriched the GO terms of “chromatin organization, translation, and skin epidermis development”. 

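At E16.5, 129 epithelial-like cells of 957 (interval of the share 11.4% to 15.8%) were matrix-like, named from a list of matrix or placode markers, and 78 were periderm-like, named from 4 of 5 periderm markers. No cluster of that library was named from the lists for basal or suprabasal epidermis, so the interfollicular epidermis has no group of its own here. The matrix-like share moved most at clustering resolution 0.5, to 20.4%. *Krt14* was at 3428 CPM in matrix-like and 3231 CPM in periderm-like cells, a log2 difference of 0.08 (0.00 to 0.17) that changed direction in 5 alternatives. *Krt5* was lower in matrix-like cells by -0.45 (-0.56 to -0.34), *Lef1* higher by 2.48 (2.05 to 2.92) and *Dcn* higher by 2.56 (2.36 to 2.76). *Dcn* was at 2535 CPM in dermal-like cells of that library, so RNA of dermal cells can enter its value in epithelial-like cells.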

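*Krt10* was at 113 CPM in matrix-like and 7765 CPM in periderm-like cells at E16.5, a log2 difference of -5.98 (-6.20 to -5.76). *Krt15* was at 678 and 3946 CPM in the same groups, a log2 difference of -2.52 (-2.65 to -2.40). The periderm markers hold neither gene, and no group was named from suprabasal markers in that library.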

For gene set 3, they enriched canonical IFE markers such as *Krt10*, *Krt15* and the GO terms “cell junction organization, keratinocyte differentiation, and response to wounding” 41. 

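Of the 8 genes *Shh*, *Hoxc13*, *Gli1*, *Msx1*, *Msx2*, *Lgr5*, *Lgr6* and *Pdgfra*, 6 were higher in matrix-like than in periderm-like cells at E16.5, and 3 of these had intervals apart. *Shh* (chromosome 5, 28456815 to 28467256) had 174 UMIs (103 CPM) and 6 UMIs (4.57 CPM), a log2 difference of 2.95. *Lgr6* had 105 and 10 UMIs, a log2 difference of 2.03 (1.34 to 2.64). *Hoxc13* had 10 UMIs in matrix-like cells and 0 in periderm-like cells. *Gli1*, *Msx1*, *Msx2*, *Lgr5* and *Pdgfra* had no detectable difference between these groups, *Msx2* was higher in matrix-like than in the remaining epithelial-like cells by 0.65 (0.18 to 1.13), and *Lgr5* and *Msx1* had 1 UMI each in matrix-like cells. The genes with the highest difference between these groups were *Ccer2* (6.09), *Bmp2* (3.86), *Phlda1* (3.13) and a pair of markers that were used to name matrix-like cells, *Dkk4* and *Fgf20*, whose rank follows from the naming. Against the remaining epithelial-like cells, the highest included *Krt8* (3.69), *Krt18* (2.84) and *Pou4f3* (2.79).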

For the matrix cell populations our analysis also delineated 2 gene sets (gene sets 4 and 5) with the expression of classic matrix progenitor markers including, *Shh*, *Hoxc13*, *Gli1*, *Msx1*, *Msx2*, *Lgr5*, *Lgr6*, and *Pdgfra* 21, 42, 43. Similarly, immunohistochemistry analysis of SHH and HOXC13 also confirmed their expression in the P0 matrix cells (Figure S6D). GO enrichment demonstrated that matrix progenitors enriched the GO terms “cell division, tissue morphogenesis and epithelial to mesenchymal transition” for gene set 4 and “negative regulation of cell proliferation, membrane raft organization and epithelial cell migration” for gene set 5, respectively. We further compared the expression of conserved marker genes between the two cell fates and it was found that *Krt10*, *Krt14*, and *Krt15* similarly up-regulated along pseudotime in IFE cell fates but not the matrix cell fate, while *Ctnnb1*, *Hoxc13* and *Shh* showed higher expression in the matrix cell populations (Figure 4D), further confirmed their corresponding identities. 

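*Ctnnb1* was at 916 CPM in matrix-like cells at E16.5, 324 CPM in periderm-like cells and 446 CPM in the remaining epithelial-like cells, with log2 differences of 1.47 (1.26 to 1.68) and 1.02 (0.91 to 1.13). Against the remaining epithelial-like cells, *Krt14* was lower in matrix-like cells by a log2 difference of -0.44 (-0.49 to -0.40) and *Krt15* by -1.91 (-2.01 to -1.82). *Krt10* was lower by -0.30 (-0.56 to -0.05), a direction that changed when the called doublets were removed (0.02). *Shh* was higher by 2.65 (2.32 to 2.98). The remaining epithelial-like cells include a sub-cluster of 74 cells in which Scrublet called 59.5% doublets. From the genes compared along the branches, the paper concludes that these are matrix and IFE identities.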

Immunofluorescence analysis also confirmed the expression of CTNNB1 and KRT15 in the IFE cell populations, while BMP2, SOX9 and VDR showed higher expression in the matrix cell populations (Figure 4E), which was consistent with our analysis above.

Next, we performed SCENIC regulon inferring analysis and obtained a list of candidate cell state specific regulons involved in the matrix progenitor and IFE cell specification (Figure 4F). For the unspecified epidermis (state 5) our DEG analysis showed that *Lef1* showed high expression levels in the pre-branch gene set (Figure S6E), which consisted of all epithelial cells derived from the E13.5 dorsal skin. 

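At E13.5 *Lef1* was at 69.5 CPM in epithelial-like cells and 56.9 CPM in dermal-like cells, a log2 difference of -0.25 (-0.46 to -0.04) that changed direction at clustering resolution 0.5 (0.01). The epithelial-like cells of that library include 3 sub-clusters led by genes of other types, which hold most of the group. In another sub-cluster of 67 cells, named from matrix or placode markers and led by *Dkk4*, *Lef1* was at 285 CPM (245 to 331). At E16.5 the log2 difference between dermal-like and epithelial-like cells was -1.11 (-1.20 to -1.01). At P0 it was -0.33 (-0.48 to -0.18), which changed direction with a minimum of 2500 genes per cell (0.20).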

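At E13.5 the mRNA of *Tbx15* was at 90.4 CPM in dermal-like cells and 26.2 CPM in epithelial-like cells, a log2 difference of 1.47 (1.22 to 1.72). *Tcf7* was at 16.9 and 7.15 CPM, a log2 difference of 0.65 (0.33 to 0.94), which changed direction when markers were judged against all other cells (-0.21). *Foxo1* and *Foxo4* had 35 and 41 UMIs in epithelial-like cells and no detectable difference from dermal-like cells.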

SCENIC analysis indicated that regulons such as *Tcf7*, *Tbx15*, *Foxo1*, *Foxo4* were enriched in the pre-branch gene set. Noteworthy, *Lef1* and *Ctnnb1* (*β-catenin*) were two direct targets of *Tcf7* and together with the fact that *Ctnnb1* knockout mice fail to form DC during hair follicle development 7, 44, 45, these data further emphasize the crucial role of the LEF/TCF/β-catenin signaling pathway in controlling DC formation. We also delineated a series of other regulons and their corresponding targets including *Tbx15* (targets to *Zfp148*, *Egr1*), *Zfp148* (targets to *Egr1*, *Egr2*), Foxo signaling members *Foxo4* and *Foxo1* and twist signaling members *Twist 1, 2* (target to *Tcf 3/4*, *Ep300*), all of which have been described in previous research. 

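The mRNA of *Sox9* was lower in matrix-like than in periderm-like cells at E16.5, at 8.25 and 99.7 CPM and a log2 difference of -2.59 (-3.14 to -1.97), and at clustering resolution 0.5 it was higher (0.36). *Sox9* was at 249 CPM in an unnamed sub-cluster of 88 cells led by *Pthlh*, *Lhx2* and *Sox9*, which is part of the remaining epithelial-like cells. *Cux1* had no detectable difference from periderm-like cells and was higher than in the remaining epithelial-like cells by 0.44 (0.12 to 0.75). *Klf5* was lower in matrix-like than in periderm-like cells by -2.22 (-2.61 to -1.84) and *Klf4* by -0.90 (-1.24 to -0.56). *Klf8*, *Stat5a* and *Stat5b* had at most 16 UMIs in either of these groups and no detectable difference.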

For the matrix progenitor branch our analysis demonstrated that *Sox9*, *Hoxc13*, *Gli1,* and *Cux1* were the core regulons involved, while for the IFE fate we delineated that *Stat* family members *Stat1*, *Stat5a*, *Stat5b* and Krüppel-like factor gene family members *Klf4*, *Klf5*, *Klf8* were the core identified regulons.

### Revealing hair shaft and IRS fate decisions during cytodifferentiation (E16.5 - P0)

After recapitulating the key events involved at the hair follicle organogenesis stage (around E16.5), we then focused on the next cytodifferentiation stage (around P0) (Figure 5A). As expected single-cell trajectory analysis of the P0 epithelium cells bifurcated into two branches (Figure 5B). To infer their cell identity, we performed DEG analysis between the branches using Monocle. It was found that cell fate 2 significantly enriched IRS related marker genes including, *Gata3*, *Notch1*, *Krt16*, *Wnt7b* and *Scube2*, while cell fate 1 enriched hair shaft related genes, including *Lhx2*, *Shh*, *Hoxc13*, *Mycl*, *Myb*, *Nrp2*, *Casz1*, and *Edar* (Figure S7A) 46. These data together demonstrated that we have successfully recapitulated the hair shaft and IRS differentiation trajectory from the matrix progenitors. 

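At P0, 125 epithelial-like cells were IRS-like, 125 suprabasal-like and 149 matrix-like, the last named from 4 of 9 matrix or placode markers, with 0 of them among its 10 leading genes. Those included *S100a8*, *Retnlg* and *S100a9*, genes of neutrophils, and *S100a8* (3.04) and *Retnlg* (2.70) were among the 5 highest differences between matrix-like and IRS-like cells, so the matrix-like cells at P0 were not free of RNA of other types. *Gata3* (chromosome 2, 9857078 to 9890034) was at 305 CPM in IRS-like and 232 CPM in suprabasal-like cells, a log2 difference of 0.38 (0.10 to 0.67), and *Notch1* was higher in IRS-like cells by 0.76 (0.24 to 1.29). *Krt16* was at 3.68 and 385 CPM, a log2 difference of -4.85 (-5.25 to -4.29). *Wnt7b* was at 11.0 and 121 CPM, a log2 difference of -2.64 (-3.21 to -2.02). *Scube2* had 1 and 7 UMIs, with no detectable difference. *Lhx2* was higher in matrix-like than in IRS-like cells by 1.10 (0.89 to 1.32), *Edar* by 1.60 and *Shh* by 1.62 (1.25 to 2.00). *Hoxc13*, *Mycl*, *Nrp2* and *Casz1* had no detectable difference between those groups. Against suprabasal-like cells these genes were higher in matrix-like cells, by 3.09, 0.84, 3.82 and 0.81.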

To further unmask the gene expression profile and gene regulatory network underlying hair shaft and IRS specification we performed DEG analysis, and SCENIC regulon inferring analysis, along with the Monocle trajectory analysis (Figure 5C, D). Monocle branch specific gene expression analysis revealed hair shaft enriched genes such as *Shh*, *Hoxc13*, *Msx1/2,* and *Bmp4*, all of which had been well characterized to play vital roles during hair shaft differentiation 8, 46. 

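*Msx1* had 2 UMIs in matrix-like cells at P0 (1.23 CPM) and 290 in IRS-like cells (213 CPM), a log2 difference of -4.31 (-4.62 to -3.79). *Msx2* was also lower in matrix-like cells, by -1.40 (-1.88 to -0.92). *Bmp4* was higher in matrix-like cells, by 0.47 (0.03 to 0.92). Against suprabasal-like cells, *Msx2* (2.09) and *Bmp4* (2.75) were higher in matrix-like cells and *Msx1* had no detectable difference. No cluster at P0 was named hair shaft-like, and *Krt35*, a hair shaft keratin, was higher in IRS-like than in suprabasal-like cells by 4.94, so IRS-like cells were not free of hair shaft transcripts.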

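*Krt25* (chromosome 11, 99315516 to 99322951) had 144 UMIs in IRS-like cells at P0 and 1 UMI in each of the matrix-like and suprabasal-like cells, a log2 difference of 3.44 (2.87 to 3.75) between IRS-like and suprabasal-like cells. *Krt71* (chromosome 15, 101733949 to 101743109) had 181 UMIs in IRS-like, 2 in matrix-like and 3 in suprabasal-like cells. *Myb* was lower in matrix-like than in IRS-like cells, at 10.5 and 33.8 CPM and a log2 difference of -1.10 (-1.77 to -0.38). It was higher in matrix-like than in suprabasal-like cells, by 0.78 (0.04 to 1.36). IRS-like cells were named from other keratin genes and *Tchh*.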

We also found a series of other DEGs such as *Krt25*, *Krt71*, *Mycl*, *Myb* and *Lhx2*. We further compared our Monocle identified DEGs with Anagen VI hair shaft/IRS signature genes identified by Yang *et al*. (Figure S7B). We identified 585 branch specific DEGs for hair shaft and about 3.76 % (22/585 genes) overlapped with the anagen VI hair shaft signature genes, thus it is plausible that the hair shaft cells display distinct gene expression patterns prior to entering the hair cycle (Table S5). Similarly, the IRS gene set 4 shared 2.75 % (10/363) and IRS gene set 3 shared 3.23 % (16/495) overlapping genes with the anagen IRS signature genes. These data together emphasized that the embryonic hair shaft and the IRS shared distinct gene expression profiles compared with the anagen hair shaft and the IRS.

We then used SCENIC to infer transcription factor (TF) regulatory information among the three branches (Figure 5D). 

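The mRNA of *Cux1* was at 123 CPM in matrix-like and 406 CPM in IRS-like cells at P0, a log2 difference of -1.65 (-1.96 to -1.34), and was higher in matrix-like than in suprabasal-like cells by 1.86 (1.33 to 2.37). *Hoxc13* (chromosome 15, 102921103 to 102928814) was at 80.8 CPM in matrix-like and 77.9 CPM in IRS-like cells, and *Hoxd4* had 13 and 25 UMIs, with no detectable difference.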

SCENIC regulon inferring analysis revealed that the hair shaft branch (State 2) enriched regulons such as *Hoxc13*, *Cux1*, *Hoxd4*, and *Myb*. The expression of *Hoxc13* had been long demonstrated as a key transcription factor in promoting hair shaft specification. 

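The mRNA of *Jun*, *Junb* and *Jund* was lower in IRS-like than in suprabasal-like cells at P0, with log2 differences of -1.78 (-1.97 to -1.58), -2.26 and -1.48. *Klf3* (-2.02), *Klf4* (-2.73) and *Klf5* (-2.62) were lower as well. *Gata6* had 1 UMI in IRS-like and 7 in suprabasal-like cells and *Foxc1* 5 and 7 UMIs, with no detectable difference at this depth.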

Our analysis here also unmasked a series of significantly enriched regulons for the underappreciated IRS (State 1) which included *Gata6*, *Foxc1*, *Jun* family members (*Jun*, *Junb*, *Jund*), and *Klf* family members (*Klf3/4/5*). Noteworthy, *Gata6* has been previously demonstrated as a marker for the IRS and perturbation of *Gata6* caused dilation of the hair follicle canal demonstrating an indispensable role during hair follicle morphogenesis 47.

To gain further insight into the gene regulatory machinery underlying the matrix progenitors' commitment to the hair shaft or IRS we compared their gene expression profiles along the pseudotime trajectory (Figure 5E). We first compartmentalized the identified branch specific DEGs using k-means clustering. The hair shaft significantly enriched gene clusters (cluster 2) enriched GO terms of “molting cycle (hair follicle development), tissue morphogenesis, and ossification”. Previously, Yang *et al*. demonstrated that signature genes of anagen VI hair shaft had the enriched GO terms of “cholesterol biosynthetic process, steroid biosynthetic process and lipid metabolic process, which further emphasized that the hair shaft showed distinct gene expression patterns prior to entering the hair cycle. Similarly, the IRS highly expressed genes (gene set 3, 4) had the enriched GO terms “regulation of cell adhesion, negative regulation of cell proliferation (gene set 1) and epidermis development, positive regulation of cell motility, and prostaglandin biosynthetic process (gene set 3),” which were also different from Yang *et al*. which had the anagen IRS signature gene enriched GO terms “DNA replication, cell cycle, and multicellular organism development. Last, consistent with our analysis, our immunohistochemical staining assay confirmed the expression of HOXC13 and SHH in the hair shaft (Figure S6D), while KRT15 highly expressed in the IRS (Figure 5F). Furthermore, we found that the hair shaft showed a high expression of the cell proliferation marker PCNA while BMP15 was mainly expressed in the DP cells, and PRDM1 was not detectable in hair follicles at P0. Taken together, our analysis here provides underappreciated information during the matrix cell fate commitment to the hair shaft and IRS.

### Ligand-receptor interaction prediction during hair follicle morphogenesis

Since we have successfully recapitulated dermal and epidermal cell fate decisions and delineated the molecular signatures of the different cell populations we then used a public ligand-receptor database to infer intercellular communications during early hair follicle development 48, 49. By comparing the cell identity specific genes with ligand-receptors, we sorted hypothetical ligand-receptor pairs among different cell populations (Figure 6). For E13.5 to E16.5 ligand-receptor pairs (DC specification and epidermal specification to the matrix and IFE) we found stronger interaction relationships amongst the matrix, IFE, and DC populations at E16.5 (Figure 6A). 

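*Bmp7* was at 186 CPM in DC-like cells at E16.5 and 19.3 CPM in other dermal-like cells, a log2 difference of 2.74 (2.57 to 2.91). *Vcan* was lower in DC-like cells, at 99.3 and 191 CPM and a log2 difference of -0.88 (-1.04 to -0.72). *Egfr* had 19 UMIs in DC-like cells (4.57 CPM) and 321 UMIs in other dermal-like cells (9.72 CPM), a log2 difference of -0.44 (-0.71 to -0.12). Pairs of ligands and receptors were not analysed here.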

We observed robust ligand-receptor pairs within the DC population including, *Vcan*, *Egfr*, and *Bmp7* indicating a strong autocrine relationship at this stage. In the E13.5 dermal and epidermal cell populations we also observed strong intercellular communication.

At the hair follicle cytodifferentiation stage, we inferred potential ligand-receptor pairs using priori knowledge. 

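In DP-like cells at P0, *Bmp3* was higher than in other dermal-like cells by a log2 difference of 4.54 (4.31 to 4.76), *Bmp7* by 4.34, *Jag1* by 2.79 and *Col4a1* by 0.94. *Col1a1* was lower by -2.35 (-2.40 to -2.30) and *Col1a2* by -2.17. In DC-like cells at E16.5, *Jag1* was higher by 0.57 and *Col4a1* by 0.53, while *Dlk1* was lower by -1.39, *Col1a1* by -1.61 and *Col1a2* by -1.77.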

Our analysis showed strong intercellular communication between the E16.5 DCs and the P0 G-DP cells including the BMP signaling members *BMP3*, *4*, and *7*, Notch signaling ligands *Jag1*, *Dlk1,* and collagens family members *Col1a1*, *Col1a2*, *Col4a1*. This further emphasized the indispensable roles of these well-defined pathways during DP specification. We also observed strong intercellular communication between the E16.5 DC and the P0 ZZ-DP cells. However, some of these ligand-receptor pairs differ between the E16.5 DC and the P0 G-DP, further suggesting heterogeneity in DP cells as we illustrated in our DEG analysis. For IRS, hair shaft and G-DP, we also observed strong autocrine signaling as revealed by abundant ligand-receptor pairs within the same cell population. These analyses together showed that strong intercellular communication was involved during early hair follicle development.

## Discussion

The lack of bona fide markers characterizing key cell populations, and the asynchronous development of different hair follicles, during early development has produced major obstacles hindering our current understanding of hair follicle development. However, seminal works have revealed the molecular signatures of different hair follicle cells and their roles during hair follicle development. Although the conclusion raised by different groups varies, two major questions remain to be answered: First, the *bona fide* characterization of molecular signatures of key cell populations involved during hair follicle morphogenesis and second, the level of heterogeneity within DP populations, which may be responsible for the asynchronous growth of the hair follicles.

With the development of high-throughput scRNA-seq analysis many complicated biological processes have been delineated in an unprecedented manner. This has been particularly beneficial in the area of organogenesis research as scRNA-seq has the robust ability to deconstruct cell heterogeneity within complicated tissues 50. Very recently, by using scRNA-seq two back-to-back papers published in *Developmental Cell* have delineated an underappreciated intermediate pre-DC fate transition stage occurring prior to DC formation (induction stage, E13.5 - E14.5) 7, 27. Here, utilizing the same technology we performed scRNA-seq on hair follicles at three-time points that encompass all three stages during hair follicle development (induction, organogenesis, and cytodifferentiation). By utilizing pseudotime trajectory construction, we for the first time revealed the dermal and epidermal cell lineage differentiation trajectories at single-cell resolution. Noteworthy, regulon activity scoring assay across dermal and epidermal cell populations revealed cell-type conserved gene regulatory network, which was consistent with tSNE clustering analysis. Besides, the regulon activity scoring assay also revealed that different cell states along the pseodotime trajectory also showed different enrichment of regulon subnetworks, thus deciphering their roles on cell fate commitment. Although most of the cell-type-specific gene regulatory networks remain largely to be verified, our analysis here provides an important resource and guide for the future functional validation. Furthermore, considering the fact that intercellular communication plays vital roles in cell fate commitment during hair follicle development, we also performed ligand-receptor interaction prediction during hair follicle morphogenesis and observed many ligand-receptor pairs among the different cell populations at different developmental timepoints. Although this information remains largely elusive we believe that this information is biologically important and may provide insights for understanding the intercellular interactions during hair follicle development.

For DC fate commitment in our analysis, we observed two different gene sets en route to a DC fate (Figure 2C, gene set 1 and 4). Interestingly, *Lef1* and *Twist2* were enriched in gene set 4, while *Prdm1* and *Sox18* were enriched in gene set 1. This was consistent with Mok* et al*., with the transcription factors *Lef1* and *Twist* expressed at the pre-DC stage 7 while the transcription factors *Prdm1* and *Sox18* were expressed at the DC1 stage, thus deciphering the bona fide characterization of an intermediate DC stage. We also identified other signature genes including *Tshz1* (a transcriptional regulation of developmental processes), *Heyl* (an effector of Notch signaling and a regulator of cell fate decisions), and *Cntn4* (a glycosylphosphatidylinositol-anchored neuronal membrane protein) which may function as new markers for these DC cell populations. Our analysis here is also consistent with recent findings that DC fate commitment requires cell cycle exit as evidenced by the upregulated expression of the cell cycle inhibitor *Btg1* and the downregulated expression of the pro-proliferative gene *Pcna* 16. 

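*Btg1* (chromosome 10, 96617006 to 96622809) was at 844 CPM in DC-like cells at E16.5 and 329 CPM in other dermal-like cells, a log2 difference of 1.33 (1.26 to 1.41). *Pcna* was at 74.6 and 124 CPM, a log2 difference of -0.66 (-0.85 to -0.48). The other dermal-like cells hold the cycling sub-clusters, so the *Pcna* difference cannot set DC-like cells apart from other cells in G1.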

Besides, when evaluating cell cycle progression along pseudotime, our data here showed that substantial dermal cell populations at E13.5 arrested at the G1 phase, further confirmed the hypothesis proposed by Gupta et al., that DC cells became quiescent as early as E13.5. These together further emphasize the presence of intermediate DC stages and that cell cycle exit is a marker event during DC specification.

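At E13.5, 1077 of 2509 dermal-like cells were called G1 (42.9%, interval 41.0% to 44.9%), and 42.8% without thinning. With clusters named by fold over all other cells, an alternative chosen after seeing the data, the share was 83.2%. Phase called from the share of UMIs in the S and G2/M genes gave 53.7%. No cluster of E13.5 dermal-like cells was named DC-like.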

We also delineated the epithelium fate commitment to IFE and matrix precursors which to our knowledge has not been comprehensively reported 8. By using Monocle pseudotime ordering analysis we successfully recapitulated the IFE and matrix cell differentiation trajectory and found that matrix cells at this stage-enriched genes such as *Shh*, *Pdgfra*, *Gli1*, *Hoxc13*. Interestingly, the expression of *Shh*, and *Pdgfra* in matrix cells has been demonstrated to promote down growth via *Gli1*, *Gli2* 11 which was consistent with our analysis here. Our GO analysis revealed that “hair follicle development, tissues morphogenesis” were enriched in matrix signature genes, further deciphering the molecular events during the envelopment of the DC cells by the matrix cell populations. Interestingly, the expression of *Hoxc13*, a key component involved in hair shaft differentiation, had been detected as early as E16.5 indicating an earlier activation of hair shaft fate than previously understood. It would be interesting to investigate whether these intermediate states exist during hair shaft fate commitment in future studies. 

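At E16.5 *Hoxc13* had 100 UMIs in epithelial-like cells, 90 of them outside the matrix-like cells. A *Hoxc13* UMI was found in 6.79% of epithelial-like cells (1.88% thinned, interval 1.12% to 2.96%), at a median depth of 13654 UMIs. In endothelial-like cells, which should lack the gene, the share was 0.286% (0 when thinned, upper bound 1.05%) at a median depth of 16529.5 UMIs.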

Our analysis showed that IFE fate commitment involved canonical IFE markers such as *Krt10, Krt14* and *Krt15*. DEG analysis revealed 2 gene sets (gene set 4 and 5 in Figure 4C) during matrix cell fate commitment, which were reminiscent of the intermediate preDC stage prior to DC fate commitment. For gene set 4, DEGs enriched the GO terms “cell division, mitotic cell cycle process and tissue morphogenesis”, while gene set 5 enriched the GO terms “negative regulation of cell proliferation, regulation of protein transport and membrane raft organization”, displaying distinct molecular pathways are involved. Therefore it is plausible that the intermediate cellular stages may exist during IFE fate commitment and future studies may focus on this topic.

As development continues matrix cells give rise to the hair shaft and IRS populations, which was consistent with our Monocle analysis here (Figure 5B). There is limited information regarding the molecular signatures of key cell populations in the late two stages of hair follicle development. Here we successfully delineated hair shaft and IRS signature gene expression profiles and the gene functional categories involved during their fate commitment from matrix precursors. For hair shaft fate commitment our analysis showed that *Hoxc13*, *Shh*, *Bmp4*, *Msx1/2* were specifically enriched, which was consistent with previous findings 8. However, the expression of *Notch1* and *Lef1* was not enriched in cells with a hair shaft fate but in cells with the IRS fate and the pre branch fate, respectively. 

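At P0 *Notch1* was lower in matrix-like than in IRS-like cells by a log2 difference of -0.98 (-1.51 to -0.45), at 38.2 and 85.3 CPM. *Lef1* was at 118 CPM in both groups, and higher in IRS-like than in suprabasal-like cells by 2.36 (1.77 to 2.93).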

For GO enrichment, hair shaft had enriched GO terms involved in molting cycle, hair cycle, and hair follicle development. This showed distinct differences compared with the anagen hair shaft, thus emphasizing distinct gene expression profiles after entering the hair cycle. Interestingly, for IRS fate specification, our analysis also observed two gene sets. Gene set 1 enriched the GO terms “regulation of cell adhesion and regulation of cell-cell adhesion” and gene set 3 enriched the GO terms “epidermis development and skin development”. This may also indicate different intermediate stages prior to IRS fate commitment. Taken together, our data here provides an unprecedented insight into the gene expression profiles of hair shaft and IRS cell populations during the late stages of hair follicle development. More importantly, the heterogeneity within these particular cell populations was revealed in our research and may also account for the discrepancy in gene expression signatures previously reported.

Unexpectedly, pseudotime ordering of all dermal cell lineages revealed two branch points particularly for the later stages (E16.5 - P0) which was reminiscent of the discussion of DP heterogeneity. In 2009, Driskell *et al*. showed that different signaling is involved during hair follicle type determination 20, while subsequent research by Chi *et al*. demonstrated that the number of DPs dictated the size and shape of the hair 26. Further enhancing the latter hypothesis, Rezza *et al*., isolated different DP populations from P5 mice back skin based on a flow cytometry analysis and performed bulk RNA seq on different DP populations 21. By comparing their expression profiles, they demonstrated high similarities for all DP populations. However, our analysis here indicated that DP cell populations bifurcated into two distinct fates indicating DP heterogeneity. Noteworthy, for the discrepancy between reports by Driskell and Chi it should be mentioned that Chi *et al*. used adult mice as a research model in which hair follicles had entered the hair cycle, which may be different from an *in uter*o situation. Supporting such a hypothesis, our data here indicated that the IRS and hair shaft showed distinct gene expression patterns compared to those that have entered the hair cycle. Interestingly, by in-depth analyzing the DEGs between the two DP branches we found that the endpoint in each branch shared a higher similarity while the intermediate cells en route displayed high heterogeneity. It's therefore plausible that underappreciated intermediate stages may exist during DP development. Because of this, DPs showed similar molecular profiles in P5 as reported by Rezza *et al*. while displaying higher heterogeneity in DPs as reported by Driskell *et al*., in the embryonic skin. It will be interesting for future studies to focus on this topic which may provide new insights into hair follicle development.

In summary, our research highlights the characterization of the underappreciated molecular signatures of embryonic hair follicle progenitors using unbiased scRNA-seq. Based on single-cell transcriptome analysis we delineated key events underlying dermal and epithelium fate decisions during hair follicle morphogenesis. Our data here also provides new insights into the heterogeneity of the DP cell populations and intercellular communication during hair follicle development. These data together enable an in-depth understanding of the molecular machinery underlying embryonic hair follicle development.

## Methods

### Experimental Animals

About 7-8 weeks old C57/BL6 strain mice were used in this study, all mice used were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd and were housed in a temperature-controlled room with *ad libitum* food and water. To obtain pregnant mice, female mice were mated with male mice overnight at a ratio of 3:1, and mice with the presence of vaginal plug the next morning were denoted as 0.5 day post coitum (dpc). To obtain E13.5 and E16.5 fetal dorsal skin, the pregnant mice were sacrificed by cervical dislocation and the gender was determined according to the fetus ovary/testis. Male mice were used to avoid potential hair cycle variation as previously indicated 46. For each group, pooled skin samples isolated from at least three mice were used for sequencing library construction. All experimental procedures involved in this study were approved by the Experimental Animal Manage Committee of Northwest A & F University.

### Histological analysis and Immunofluorescence Staining

The skin tissues isolated from the fetal dorsal skin were fixed with 4 % paraformaldehyde (Sorlabio, Beijing, China) at 4 °C overnight. The next morning, the fixed tissues were then dehydrated in an ethanol solution and further incubated with xylene for 30 min. After incubation with xylene the samples were embedded in paraffin blocks. The embedded paraffin blocks were cut with a Leica RM2255 microtome (Leica, Nussloch, Germany) at a thickness of 5-7 μm and the samples were transferred to APES (ZSGB-BIO, Bejing, China) treated slides to avoid detachment.

For hematoxylin and eosin (H & E) staining, the slides were deparaffinized in 100% xylene solutions for 30 min and further rehydrated in an ethanol series. After rehydration the slides were stained with hematoxylin solution for 7 min followed by washing twice with distilled water for 5 min. After rinsed with 1 % HCl (v/v) ethanol solution for 3-5 s, the slides were immediately washed with 45 °C water for 5 min. Followed by a dehydrated procedure, the slides were then stained with 1% eosin ethanol solution and further rinsed with absolute ethanol solution for 10 min. Finally, the slides were mounted with neutral resins mounting medium and pictures were taken under an optical microscope.

For immunofluorescence staining analysis, the slides were deparaffinized in 100 % xylene solutions for 30 min and then hydrated with an ethanol series. To perform antigen retrieval, slides were incubated in boiled 0.01 M sodium citrate buffer (pH = 6.0) for 10 min and then cooled down to room temperature. Blocking was performed with 3 % BSA and 10 % donkey serum in 0.5 M Tris-HCI buffer for 30 min at room temperature, and slides were then incubated with primary antibodies at 4 °C overnight.

The primary antibodies and secondary antibodies used in this study were listed in Table A.

The next morning, the slides were further incubated with secondary antibodies at 37 °C for 30 min. DAPI was used to stain nuclei and the slides were mounted with anti-fade mounting medium. Pictures were taken under LEICA TCS SP5 II confocal microscopy (Leica Microsystems GmbH, Wetzlar, Germany). For enzyme substrate-based immunohistochemistry, the slides were washed with 3 % H_2_O_2_ for 10 min to block endogenous peroxidase activity prior to blocking and DAB (ZSGB-BIO, Bejing, China) solution was used for the chromogenic reaction.

### *In situ* hybridization

To detect the *Sox18* mRNA molecule in P0 skin tissues, we used a commercially available kit from GenePharma (GenePharma, Shanghai, China). Briefly, the sections were firstly deparaffinized in 100% xylene solutions for 20 min, protease K was then incubated with the slides at 37 °C for 20 min. After denaturation at 78 °C for 8 min, the CY3-conjuncted probe was then hybridized with the samples at 73 °C for 5 min and the sections were incubated at 37 °C overnight. The next morning, DAPI was added to stain the nuclei and the slides were mounted with anti-fade mounting medium. Pictures were taken under a fluorescent microscope.

### Single-cell suspension preparation

For each group skin tissues were obtained from at least 6 independent male fetuses prior to digestion. To prepare dorsal skin single cell suspension for single-cell RNA sequencing, the fetus back skin tissues were isolated via microdissection and 0.25 % trypsin/EDTA solution was used to digest E13.5 and E16.5 fetus dorsal skin tissues at 37 °C for 5 min. For P0 mice dorsal skin tissues, 2 mg/ml collagenase IV (Sigma, St Louis, MO, USA) was used to digest skin tissues at 37 °C for 30 min. After trypsinization, the skin tissues were mechanically dissociated into single cell suspension by pipetting, the cell suspensions were then filtered through a 40 μm nylon cell strainer (BD Falcon, BD Biosciences, San Jose, CA, USA) prior to single cell library construction.

### Single-cell library preparation and sequencing

Single cell barcoding and library preparation were performed based on 10×Genomics single-cell RNA sequencing platform (10×Genomics, Pleasanton, CA, USA). Briefly, the single cell suspension prepared above were immediately counted using a hemocytometer (TC20, Bio-Rad, Hercules, CA, USA) and the cell concentrations were adjusted to 1,000 cells/μl prior to barcoding. To barcode the single cells with 10×Barcoded gel beads, 10×Genomics Chromium Single Cell 3' Library & Gel Bead Kit v2 (10×Genomics Inc., Pleasanton, CA, USA, 120237) and 10×Genomics Chromium barcoding system was used to construct 10×barcoded cDNA library following the manufacturer's instructions. Illumina HiSeq X Ten sequencer (Illumina, San Diego, CA, USA) was used for sequencing and pair-ended 150 bp (PE150) reads were generated for downstream analysis.

### 10x sequencing data preprocessing

The CellRanger (v2.2.0) software was used for analyzing raw sequencing data according to 10x Genomics official pipeline (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger). Briefly, we firstly used CellRanger 'cell ranger count' wrapped function with '--expect-cells=5000' argument to evaluate the total number of cells captured in each data set (24,805 cells in E13.5 group, 7,250 cells in E16.5 group and 9,021 cells in P0 group, respectively), then, the generated FASTQ files were processed with '--force-cells = 7000' argument to make them easier to compare after integration. Cell ranger count function used wrapped STAR software to align sequence to the reference genome and the 10x pre-built mouse genome (mm10-3.0.0) was used (https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest). The output files containing gene expression matrices and barcode information of CellRanger pipeline were then used for downstream visualization analysis.

### Characterization of cell clusters

After CellRanger pipeline, the quality control (QC) and cell clustering were analyzed with single-cell RNA seq Seurat software (v2.3.4) based on R environment (R version: 3.5.1, https://www.r-project.org/) following the online guide (https://satijalab.org/seurat/). We used 'filtered_gene_bc_matrices' files generated by CellRanger as input files for Seurat. For each dataset, we firstly filtered cells with unique detected genes less than 200 and genes detected less than 3 cells, then we used 'FilterCells' function to remove cells with a total number of detected genes (nGenes) less than 1,750. After normalization, the variable genes for each dataset were calculated for downstream clustering assay.

To compare transcriptome profiles along three different developmental timepoints, we then merged three different datasets using 'RunMultiCCA' function implemented in Seurat. RunMultiCCA used a canonical correlation analysis to remove variation caused by sample source. After dataset alignment, we then performed a clustering analysis on the integrated dataset based on tSNE algorithm implemented in Seurat. To identify cluster specifically expressed genes, we used Seurat implemented 'FindAllMarkers' function to calculate cluster markers and the tSNE identified cell clusters were annotated with based on the previously reported canonical marker genes expression.

To subcluster cell clusters of interest for in-depth analysis and/or downstream differentiation trajectory construction, we used Seurat implemented 'SubsetData' function to extract cluster of interest. The extracted subclusters were then re-run the Seurat pipeline, which provides higher resolution for dissecting cellular heterogeneity among particular cell types.

### Constructing single-cell pseudotime differentiation trajectory

To interpret cell differentiation fate decisions, we used Monocle (v 2.10.0) to order single cells along pseudotime according to the official tutorial (http://cole-trapnell-lab.github.io/monocle-release/docs/#constructing-single-cell-trajectories). To perform pseudotime ordering to particular cell types, we firstly subclustered interested cell type from Seurat object, then, the Monocle object was constructed using 'newCellDataSet' function in Monocle. To order single cells along pseudotime, we used Seurat identified variable genes as ordering genes to construct single cell differentiation trajectory. The root state was set according to cell Seurat identified cell cluster label and 'BEAM' function was used to calculate branch-specific expressed genes. To plot branch-specific expression heatmap, we used Monocle implemented 'plot_genes_branched_heatmap' function and genes with qval < 1e-4 were regarded as input genes. Gene clusters were further divided into four clusters according to k-means. To investigate gene functions in each gene clusters, we used Metascape (http://metascape.org/gp/index.html#/main/step1) to perform gene ontology (GO) analysis.

### RNA velocity analysis

RNA velocity analysis was performed according to the developer's instructions (http://velocyto.org/) 36. Briefly, velocyto.py script (http://velocyto.org/velocyto.py/tutorial/index.html#getting-started) was firstly used to generate unspliced and spliced mRNAs directely from 10×Cellranger output files, and the generated loom files were then processed with standard velocyto.R pipeline. To estimate RNA velocity, we firstly filtered cells that were not used in the pseodotime ordering analysis, and extracted embedding from Monocle object for downstream cell-cell distance calculation. Finally, the cauculated velocity vector fields were visualized on the Monocle embedding using 'show.velocity.on.embedding.cor' function.

### Core TFs prediction

To infer core TFs within each branch identified by Monocle, we used SCENIC algorithm to infer regulon activity within each cell states. The analysis pipeline was performed following the developer's instructions (https://github.com/aertslab/SCENIC). Briefly, the expression matrix was firstly extracted from Seurat and was further transformed into SCENIC required format (rows represent genes, columns represent cells) in R, we then extracted cellular branch information identified by Monocle to construct expression matrix of desired states. We further filtered cells with genes that were detected in less than 1% of the total cells and genes with less than at least 6 UMI counts across all samples. Then, GENIE3 was used to identify co-expressed gene modules and infer potential TF targets for each module based on the expression matrix. After that, RcisTarget was used to perform cis-regulatory motif analysis, we scanned two motif to TFs databases (mm10__refseq-r80__10kb_up_and_down_tss and mm10__refseq-r80__500bp_up_and_100bp_down_tss; https://resources.aertslab.org/cistarget/) and kept modules with significant motif enrichment, this modules were then termed as regulons according to SCENIC pipeline. To visualize regulon activity within each cellular state identified by Monocle, we further used SCENIC pipeline to binarize the regulon network activity based on AUCell algorithm, and we used binary regulon activity matrix to visualize regulon activity within each cellular state.

### Cell to cell ligand-receptor interaction analysis

To infer the hypothetical intercellular communication, we compared cell type-specific DEGs identified by Monocle and manually sorted ligand-receptor pairs according to cell relationship. The mouse ligand-receptor pairs used here were compiled by Skelly *et al.* and about 2,009 ligand-receptor pairs were used in this study 49. To reveal potential ligand-recepto pairs, we linked cells types when defined ligand-receptor pairs were expressed in both cell types, respectively. After sorting ligand-receptor pairs, we used igraph (https://github.com/igraph/rigraph) and edgebundleR (https://github.com/garthtarr/edgebundleR) R packages to visualize the ligand-receptor networks and the node represents genes while the solid line connects each ligand-receptor pair. To avoid confusion, we separately plotted E13.5 to E16.5 and E16.5 to P0 ligand-receptor pairs. Only cell types at the same time point and shares differentiation relationship were considered to sort ligand-receptor pairs.

## Figures and Tables

**Figure 1:**
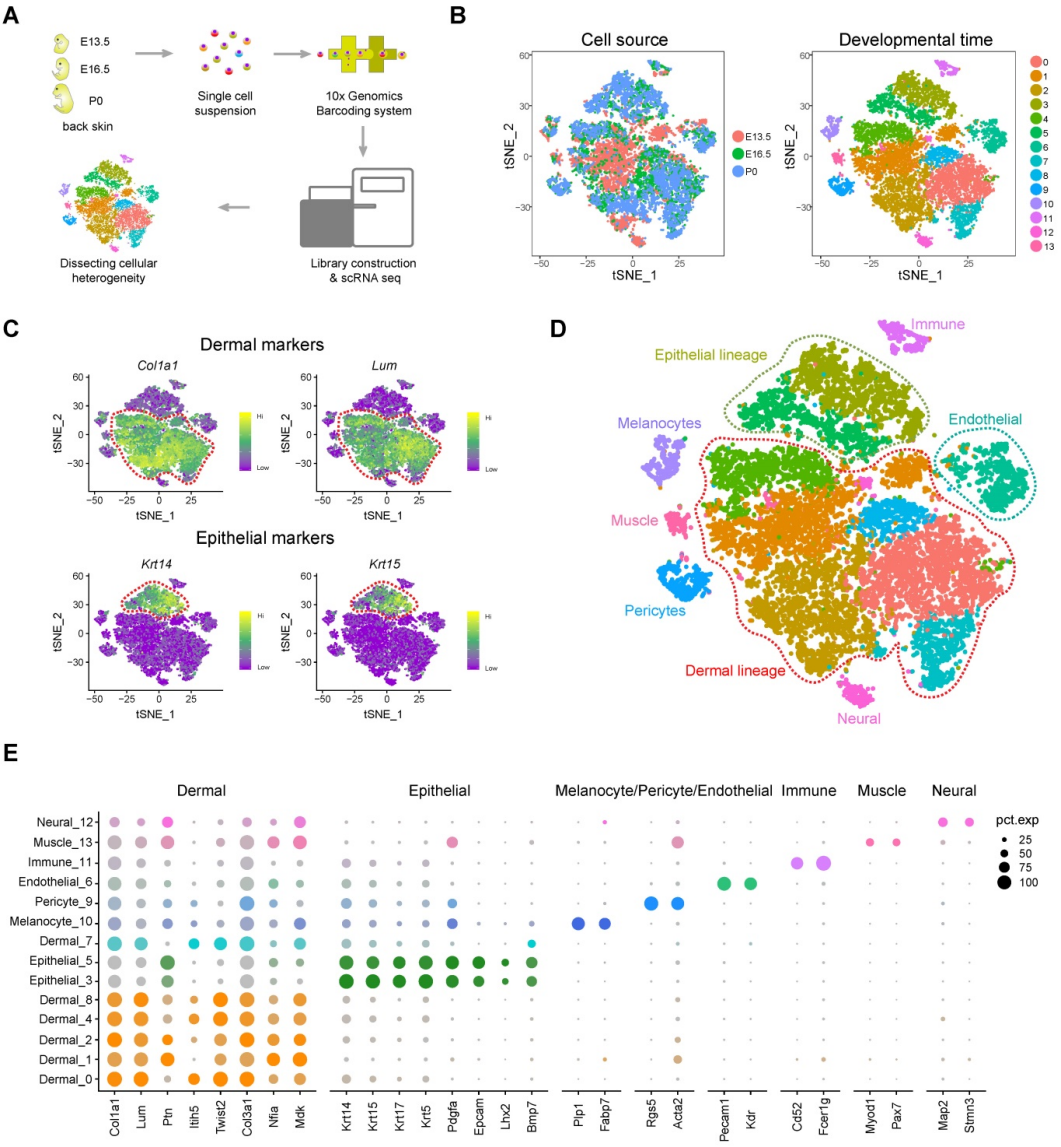
** Overview of experimental procedures and characterization of major cell populations from embryonic skin tissues.** (A) Schematic diagram illustrating the experimental pipeline for scRNA-seq analysis of embryonic skin tissues. Single-cell transcriptomes were obtained based on the 10x Chromium platform. (B) tSNE plot of embryonic single skin cells. Each point represents one single cell and cells in the same cluster represents high similarity in transcriptome profile. The left plot depicts tSNE plot of the integrated dataset from 3 different time point and cells were color-coded with developmental time point. The right plot depicts 14 transcriptional distinct cell clusters and cells were color-coded with cluster information. (C) Visualization of dermal and epithelial marker gene expression across all single cells in the tSNE plot.* Col1a1* and *Lum* were used to mark dermal cell populations and *Krt14* and *Krt15* were used to mark epithelium populations. (D) Characterization of major cell types in the embryonic skin tissues in the tSNE plot. Cells were labeled with their cell identity and were color-coded. (E) Dot plot depicts representative dermal cell, epithelial, melanocyte, and pericyte gene expression. The dot size represents the percentage of cells expressed and the color intensity represents relative expression level.

**Figure 2:**
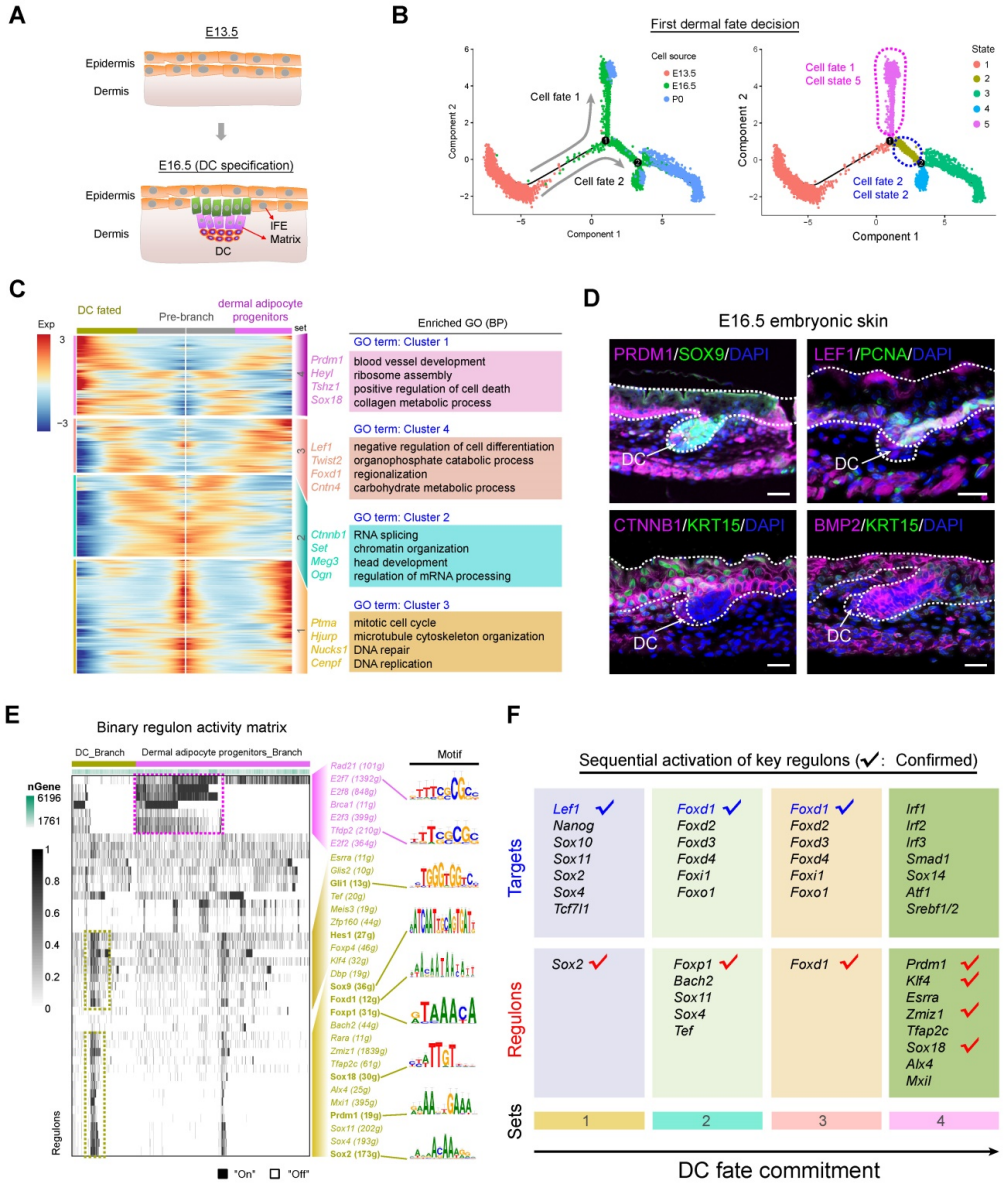
** Recapitulating dermal cell fate decision towards DC fate.** (A) Diagram deciphering dermal lineage and epidermal lineage differentiation at E13.5 to E16.5. (B) Pseudotime ordering of all dermal cell lineage cells. Each dot represents one cell and each branch represents one cell state. The left plot was labeled with developmental time and the right plot was labeled with cell states. (C) Heatmap illustrating the (differentially expressed genes, DEGs) dynamics towards DC and fibroblast fate along pseudotime. The DEGs were clustered into 4 gene sets according to *k*-means and the expression curve was illustrated in the middle. GO terms enriched for each gene set were labeled in the right panel. DC fated represents cell fate 2 in Figure 2B, while dermal adipocyte progenitors represent cell fate 1 in Figure 2B. (D) Immunofluorescence analysis of PRDM1, SOX9, LEF1, PCNA, CTNNB1, KRT15 and BMP2 expression in the E16.5 dorsal skin. Scale bars, 50 μm. (E) SCENIC binary regulon activity heatmap depicting DC and fibroblast enriched regulons. The column depicts a single cell while the row depicts regulons. For the regulons of particular interest, their representative binding motif was visualized in the right panel. “On” depicts active, while “Off” represents inactive. (F) Sequential visualization of enriched regulon activity in each gene set corresponding to Figure 2C. Their representative target genes were also provided and the red ticks depict confirmed markers in DC fate commitment.

**Figure 3:**
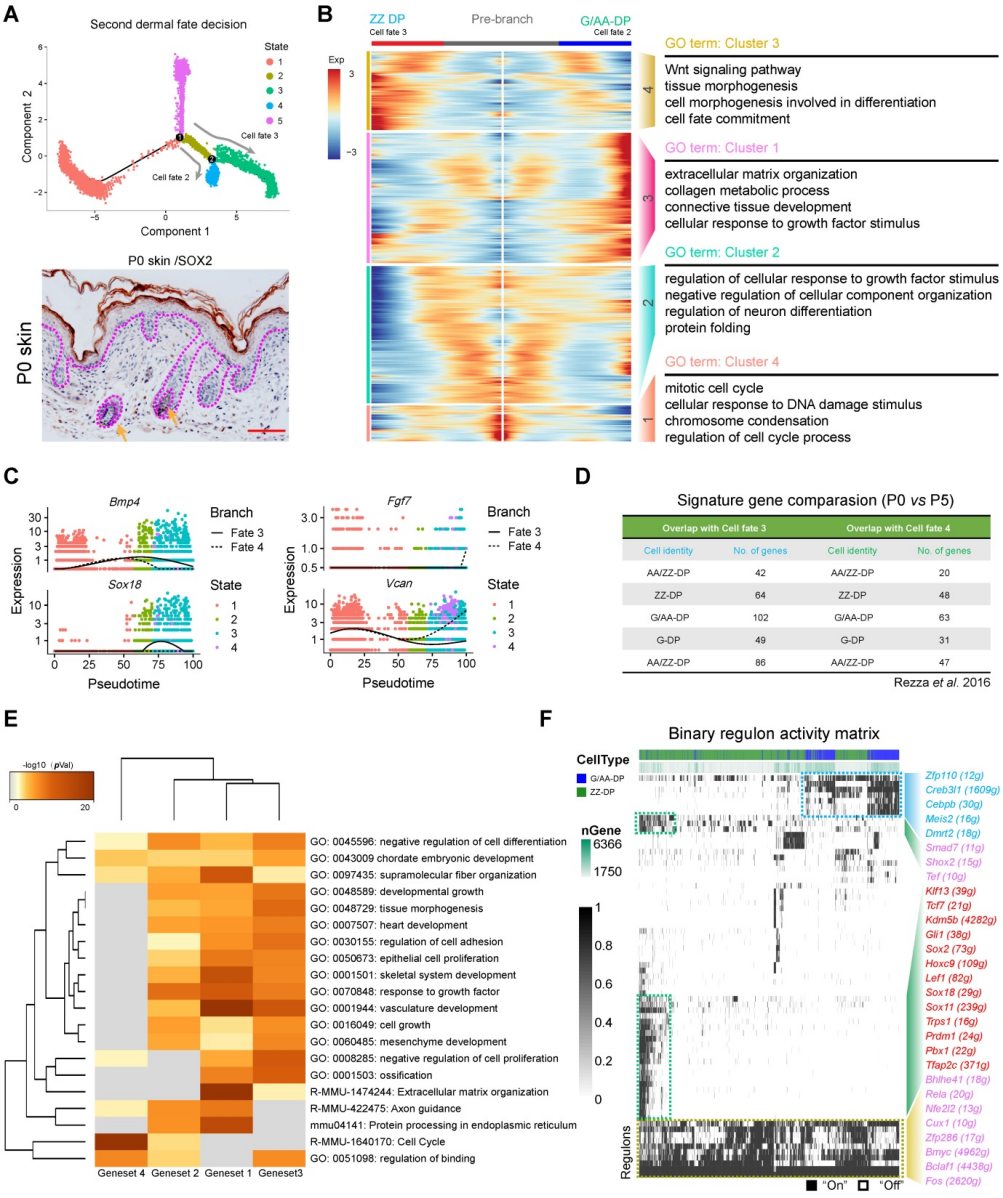
** Dissecting DP population heterogeneity in the late stage of hair follicle development.** (A) Monocle pseudotime trajectory construction analysis and immunohistochemistry analysis of SOX2 expression in P0 skin. Arrows indicate the SOX2 positive DP population. Scale bars, 25 µm. (B) Heatmap illustrating DP signature gene dynamics from pre branch to ZZ DP and G/AA-DP fate. The corresponding GO terms for each gene set were listed in the right panel. (C) ZZ DP makers *Bmp4*, *Sox18* expression and G/AA-DP markers *Fgf7*, *Vcan* expression along pseudotime. Cells were color-coded with cell states and the solid line represents cell fate 1, while the dashed line represents cell fate 2. (D) Comparison of DP signature genes in this study with previously identified different DP signature genes using bulk RNA seq. No. of genes depicts the number of overlapped genes. (E) Heatmap comparasion of enriched GO terms among 4 different gene sets. (F) SCENIC binary regulon activity heatmap deciphering G/AA-DP and ZZ DP branch specific enriched regulons. “On” depicts active, while “Off” represents inactive.

**Figure 4:**
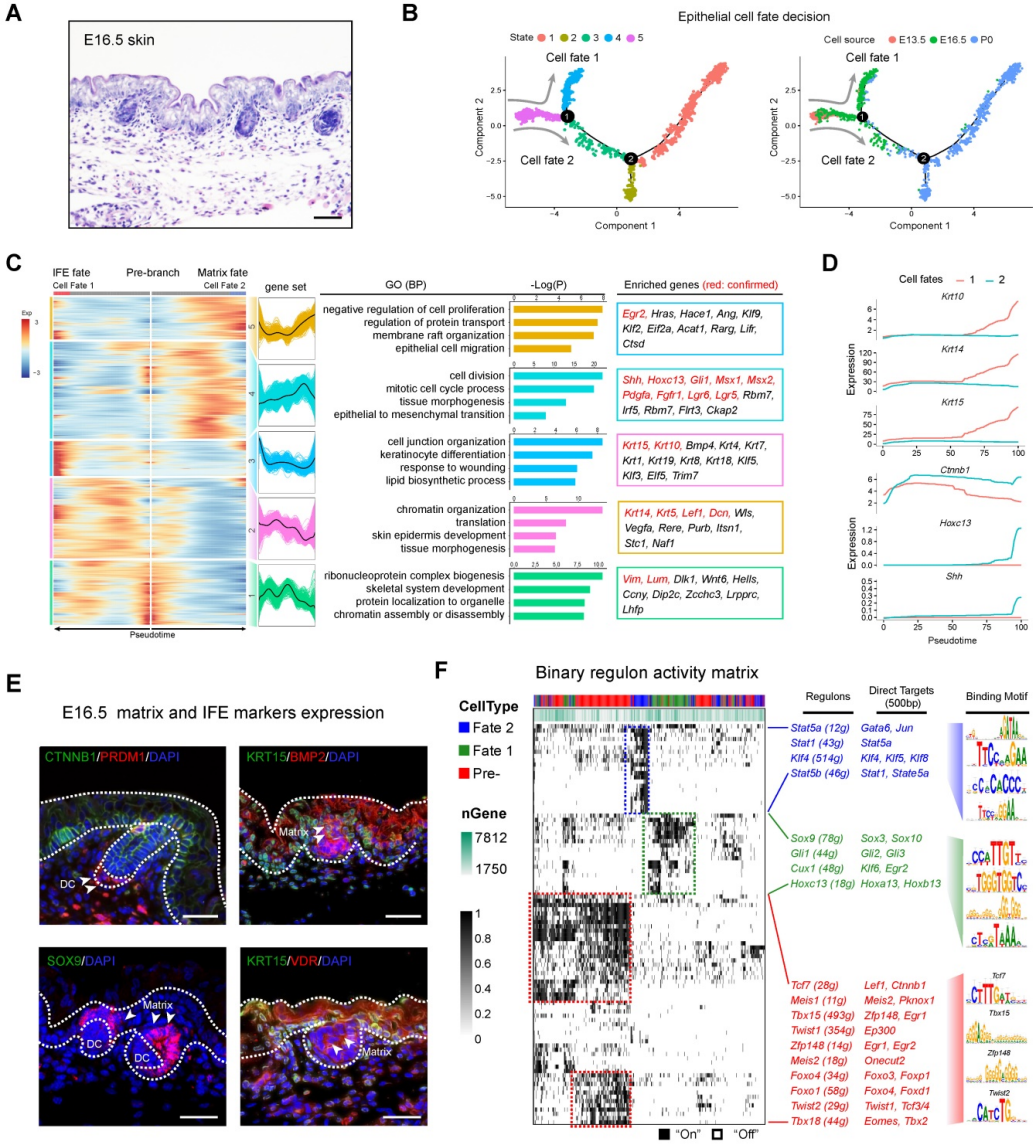
** Dissecting molecular signature underlying matrix and IFE precursor fate commitment.** (A) Histology analysis of E16.5 embryonic skin. Scale bar, 50 µm. (B) Pseudotime ordering of all epithelium cell populations from three developmental time stages. Each dot represents one cell. The left plot was color-coded with stage information, while the right plot was color-coded with developmental stages. (C) Heatmap displaying branch specific DEGs expression in branch point 1 in Figure 4B. Cell fate 1 indicates matrix fate and cell fate 2 indicates IFE fate. The corresponding expression curve and enriched GO terms for each gene set were visualized in the middle panel. The representative DEGs for each gene set were shown in the rectangular box (right panel) with red depicting confirmed signature genes. (D) Expression dynamics of representative branch specific marker genes along pseudotime. (E) Immunofluorescence analysis of CTNNB1, PRDM1, KRT15, BMP2, SOX9 and VDR expression in E16.5 skin tissues. Scale bar, 50 µm. (F) Binary regulon activity heatmap illustrating the branch-specific enrichment of key regulons. The representative regulons and their corresponding targets (500 bp upstream of TSS) were listed in the middle panel. The binding motif was listed in the right panel.

**Figure 5:**
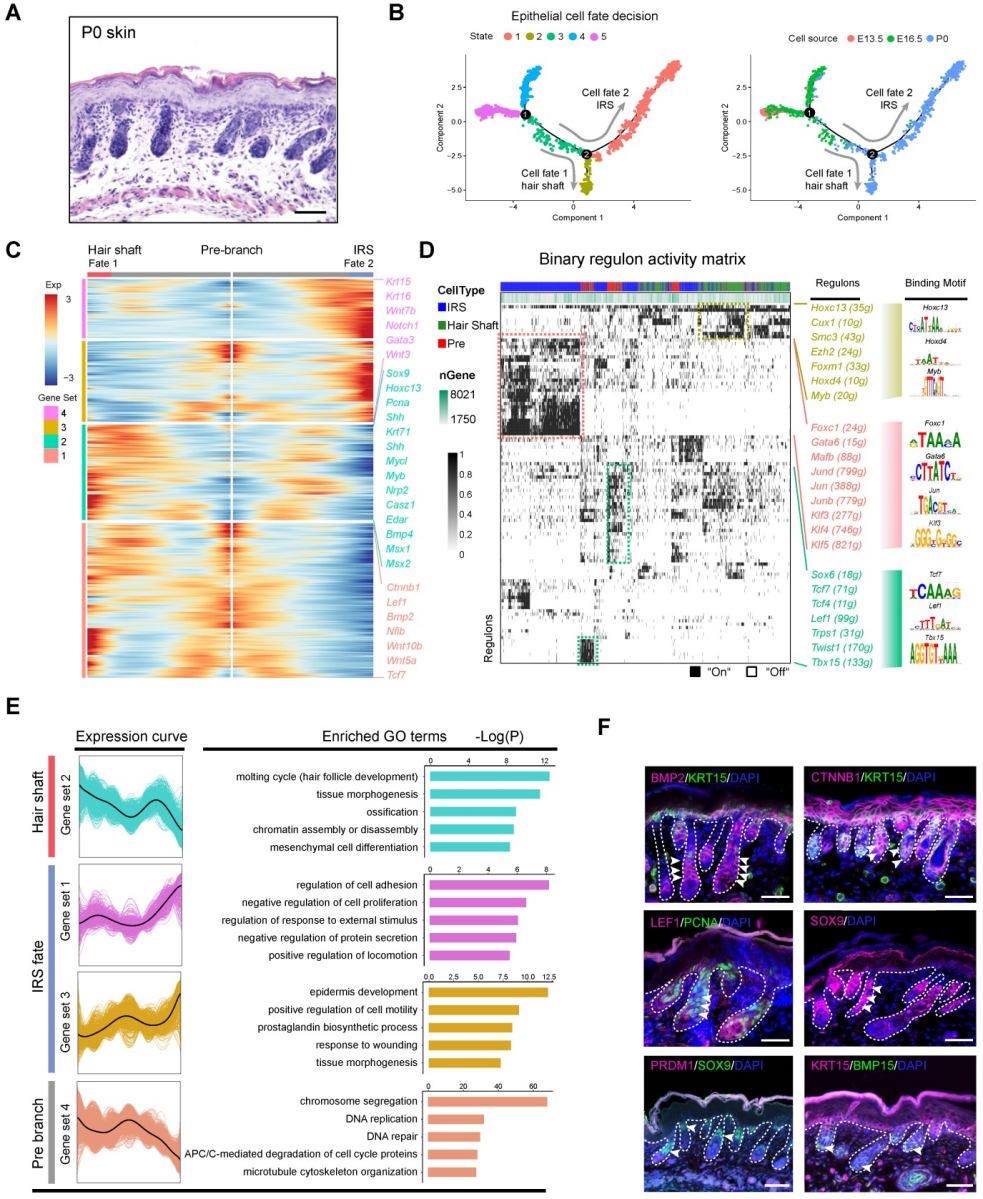
** Dissecting hair shaft and IRS fate commitment from matrix precursors.** (A) Histology analysis of P0 mouse skin. Scale bar, 50 µm. (B) Pseudotime visualization of the hair shaft and IRS fate decisions in the epithelium single cell pseudotime trajectory. (C) Heatmap illustrating branch specific DEGs dynamics along pseudotime. Cell fate 1 indicates hair shaft fate and cell fate 2 indicates IRS fate. (D) Binary regulon activity heatmap demonstrating branch specific enrichment of regulons. The cell states correspond to Figure 5 B. The representative regulon and binding motifs were listed in the right panel. (E) DEGs expression dynamics and GO enrichment in each gene set. The gene expression curve was listed in the left panel and GO terms for each gene set were listed in the right panel. (F) Immunofluorescence analysis of BMP2, CTNNB1, LEF1, SOX9, KRT15, PCNA, and BMP15 in P0 skin. Scale bar, 25 µm.

**Figure 6:**
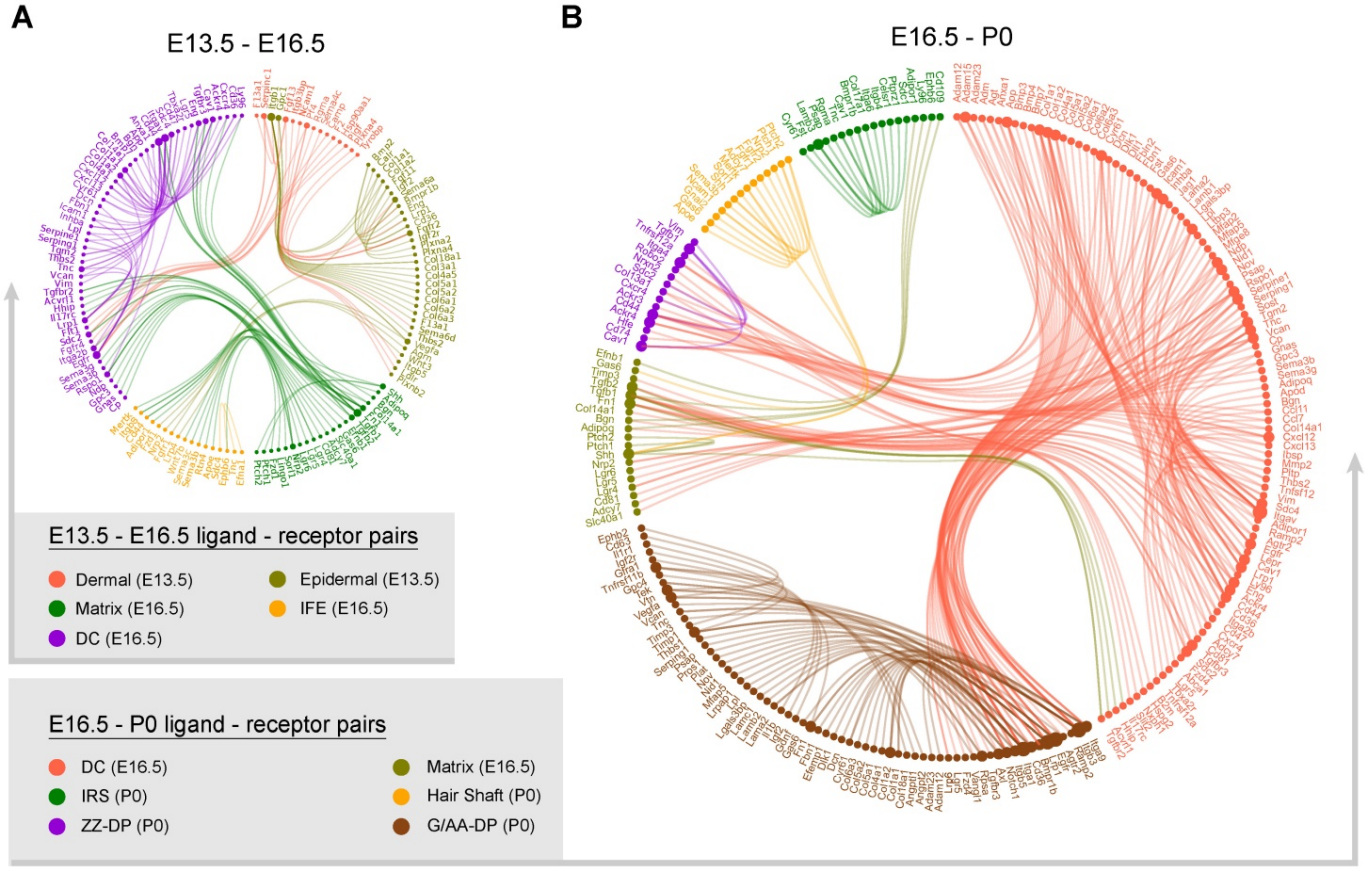
**Intercellular ligand-receptor prediction.** Ligand-receptor pairs between E13.5-E16.5 (A) and E16.5-P0 (B) main cell populations. Different cell populations were color-coded and ligand-receptor pairs were linked with a solid line.

**Table A:** primary antibodies and secondary antibodies

Rabbit monoclonal anti-LEF1	Cell Signaling	Cat# 2286, RRID:AB_659971
Rabbit polyclonal anti-CTNNB1	Proteintech	Cat# 51067-2-AP, RRID:AB_2086128
Rabbit anti-VDR	Proteintech	Cat# 14526-1-AP, RRID:NA
Rabbit polyclonal anti-SOX2	Proteintech	Cat# 11064-1-AP, RRID:AB_2195801
Rabbit polyclonal anti-BMP4	Proteintech	Cat# 12492-1-AP, RRID:AB_2063531
Rabbit polyclonal anti-SHH	Proteintech	Cat# 20697-1-AP, RRID:AB_10694828
Mouse monoclonal anti-K15	Abcam	Cat# ab80522, RRID:AB_1603675
Rabbit monoclonal anti-BMP2	Abcam	Cat# ab214821; RRID:N/A
Mouse monoclonal anti-PCNA	Santa Cruz	Cat# sc-25280, RRID:AB_628109
Mouse monoclonal anti-SOX18	Santa Cruz	Cat# sc-166025, RRID:AB_2195662
Rabbit polyclonal anti-HOXC13	Sigma	Cat# HPA051634, RRID:AB_2616459
Rat monoclonal anti-PRDM1	Thermo Fisher	Cat# 14-5963-80, RRID:AB_1907438
Rabbit polyclonal anti-SOX9	Millipore	Cat# AB5535, RRID:AB_2239761
Donkey Anti-Rabbit IgG H&L (Alexa Fluor® 555)	Abcam	Cat# ab24273; RRID:AB_778767
Goat Anti-Mouse IgG H&L (Alexa Fluor® 488)	Abcam	Cat# ab150113; RRID:AB_2576208
HRP-labeled Goat Anti-Rat IgG(H+L)	Beyotime	Cat# A0192; RRID:NA
HRP-labeled Goat Anti-Rabbit IgG(H+L)	Beyotime	Cat# A0208; RRID:NA
HRP-labeled Goat Anti-Mouse IgG(H+L)	Beyotime	Cat# A0216; RRID:NA

# Supplementary material for: Single-cell Transcriptome Profiling reveals Dermal and Epithelial cell fate decisions during Embryonic Hair Follicle Development
**Source:** Theranostics. 2020 Jun 12;10(17):7581–98. doi: 10.7150/thno.44306
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

**Single-cell transcriptome profiling reveals dermal and epithelial  
cell fate decisions during embryonic hair follicle development**

Wei Ge<sup>1</sup>, Shao-Jing Tan<sup>2</sup>, Shan-He Wang<sup>1</sup>, Lan Li<sup>2</sup>, Xiao-Feng Sun<sup>2</sup>, Wei Shen<sup>2,¶</sup>, Xin  
Wang<sup>1,¶</sup>

¶ Correspondence and reprint requests to:

# Supplementary Figure 1

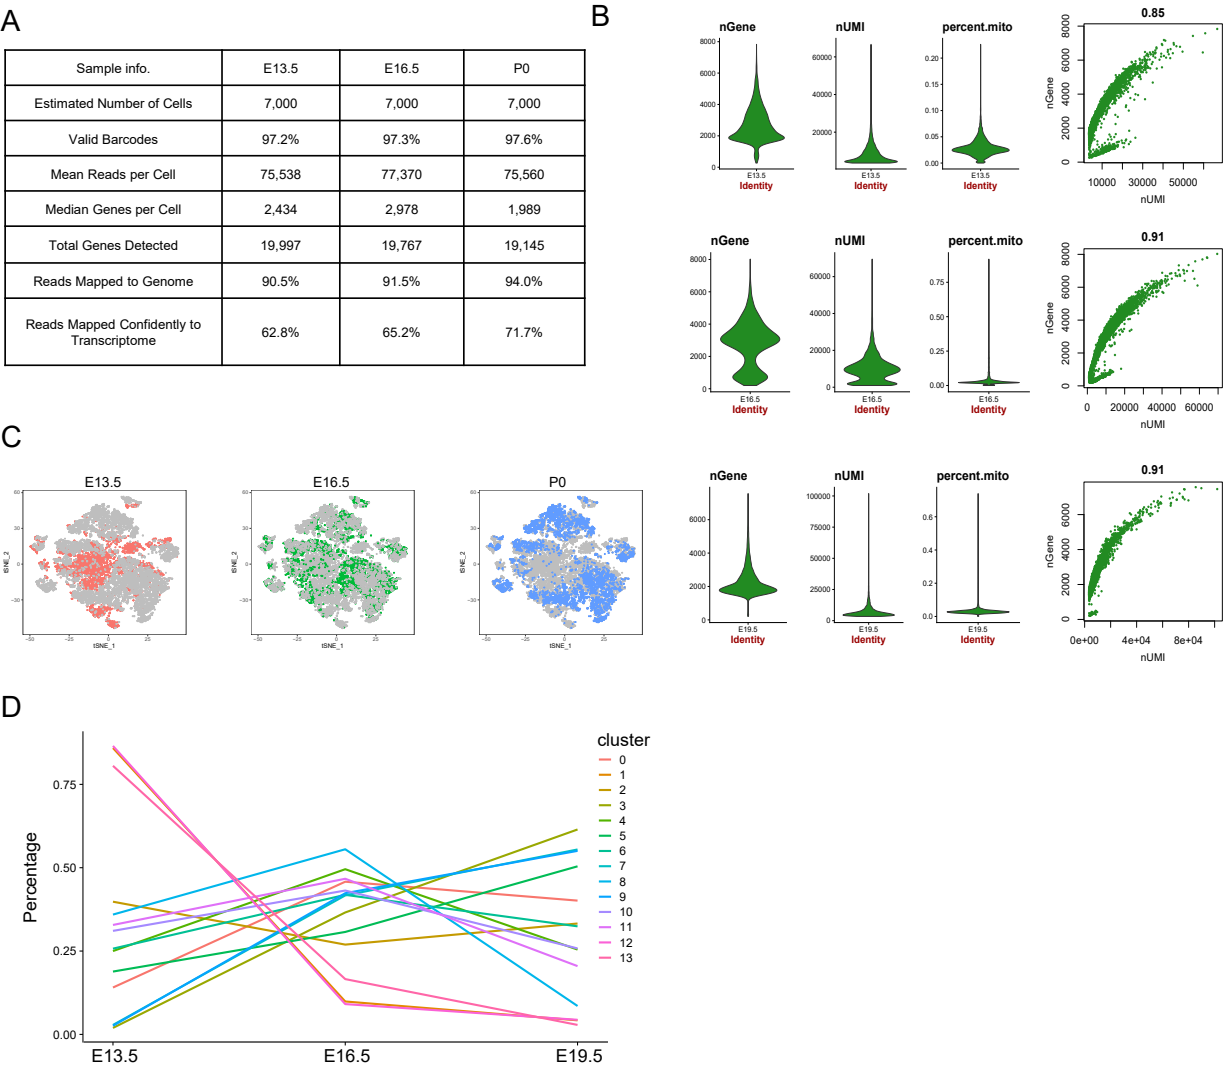

**Figure S1: Quality control of single-cell data.** (A) Single cell datasets quality metrics summary identified by CellRanger. (B) Violin plot displaying the number of genes (nGene), UMI (nUMI), and percentage of mitochondrial genes (percent.mito) detected in all single cells from three different datasets. The gene to UMI relationship for each dataset was also visualized. Generally, the more UMI captured, the more genes detected. (C) tSNE plot labeled by developmental timepoint. (D) Line-plot demonstrating the percentage of cells from different time-points in each cluster.

# Supplementary Figure 2

A

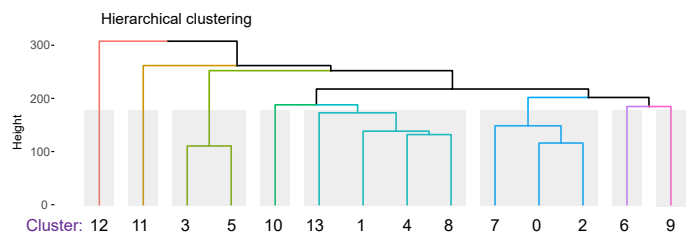

B

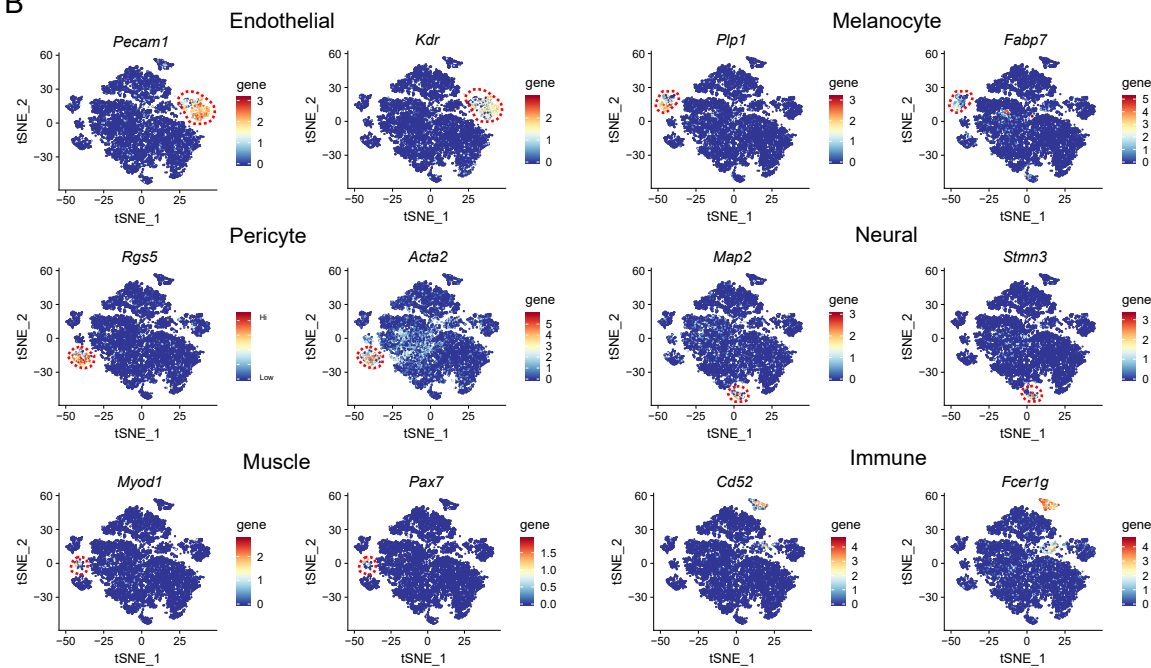

C

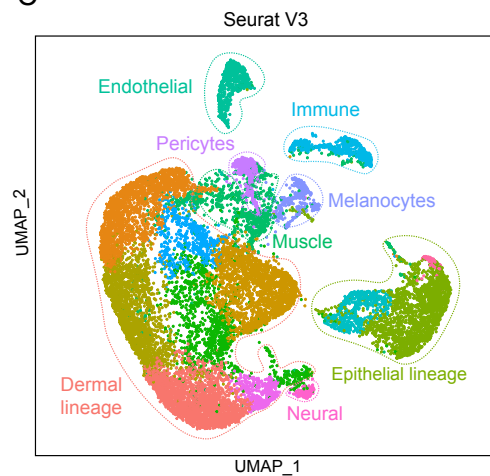

D

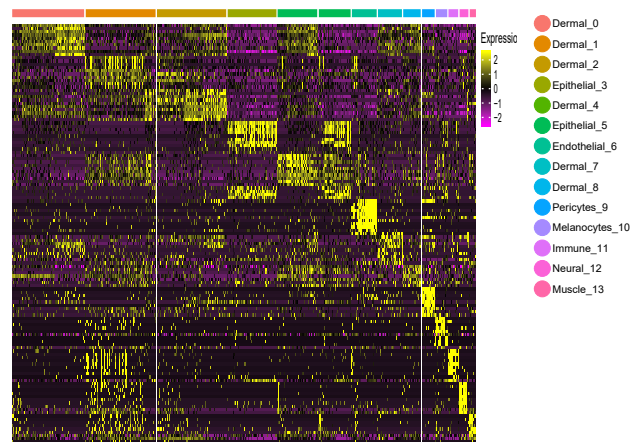

25 **Figure S2: Characterization of major cell populations in the embryonic skin.** (A)  
26 Hierarchical clustering of different cell clusters identified by tSNE. the cluster number was  
27 in accordance with Figure 1B. (B) Visualization of canonical maker gene expression in the  
28 tSNE plot of all single cells. Endothelial markers: *Pecam1*, *Kdr*; Melanocyte markers: *Plp1*,  
29 *Fabp7*; Pericyte markers: *Rgs5*, *Acta2*; Neural markers: *Map2*, *Stmn3*; Muscle markers:  
30 *Myod1*, *Pax7*, Immune markers: *Cd52*, *Fcer1g*. (C) Dimension reduction analysis using  
31 Seurat V3 pipeline. (D) Heatmap displaying top 10 signature gene expression in each  
32 cluster.

33

Supplementary Figure 3

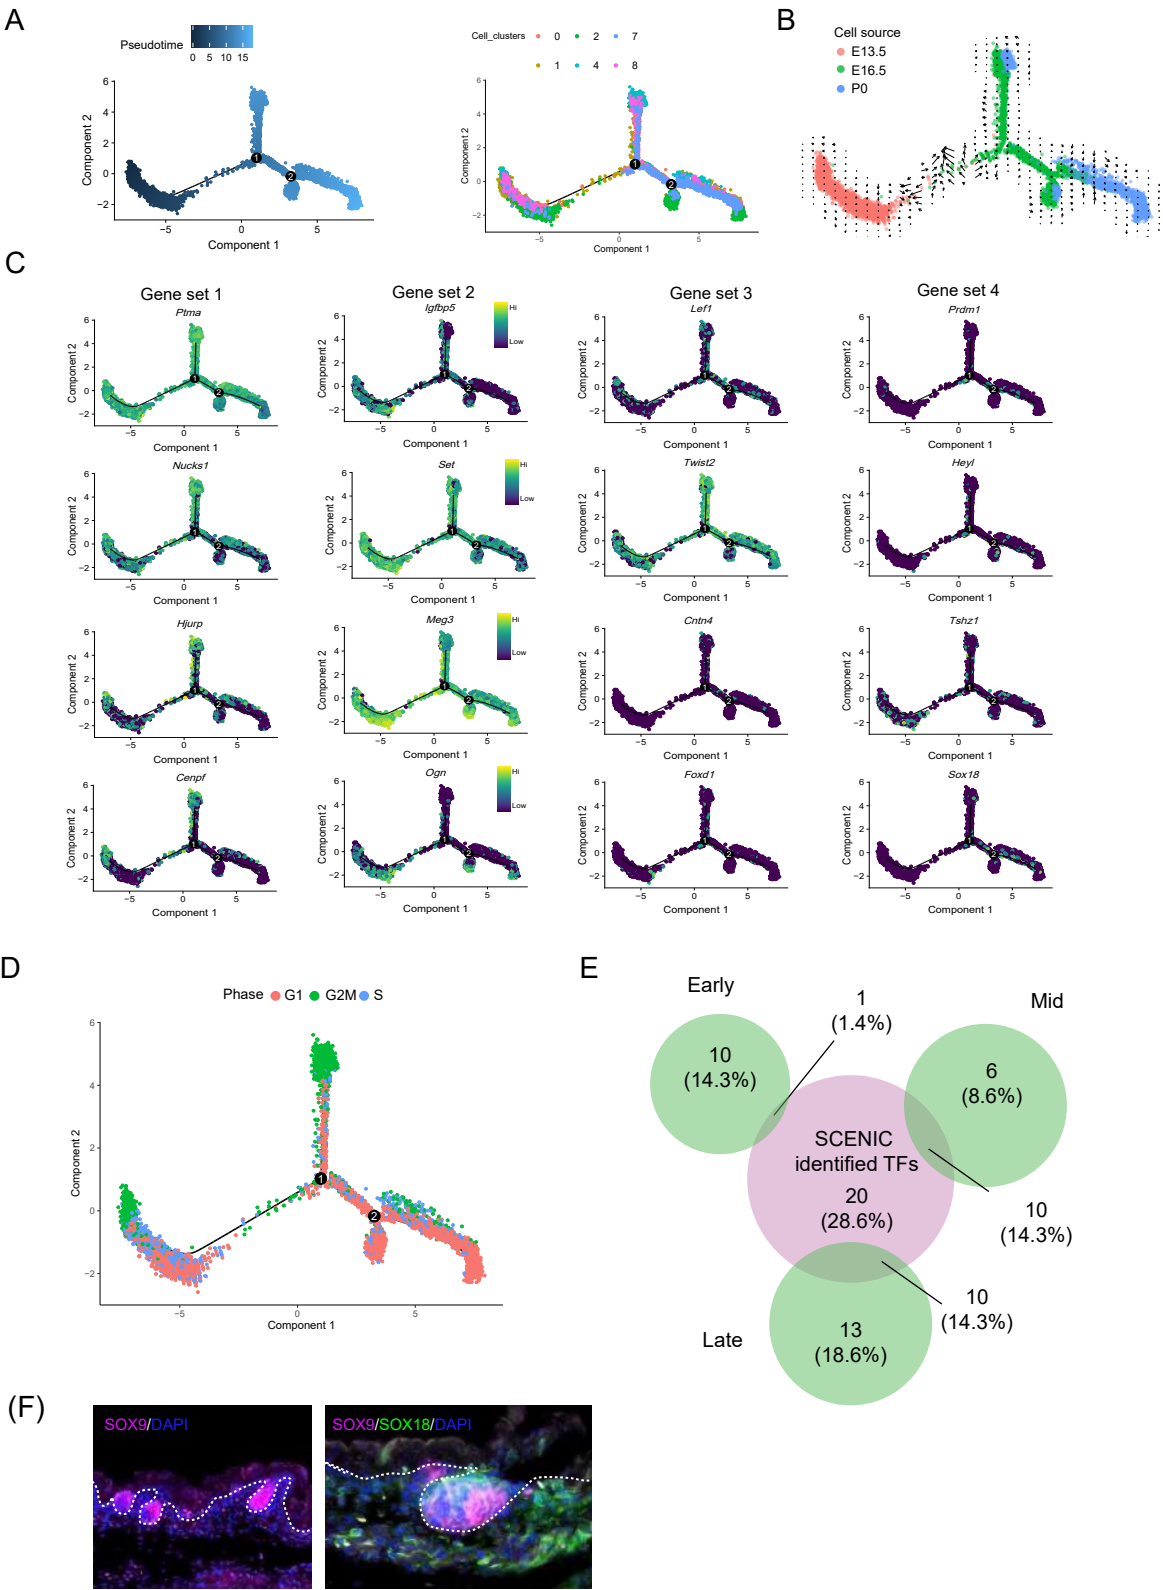

**Figure S3: Visualization of key DC markers expression.** (A) Pseudotime ordering analysis of all dermal populations, cells were labeled with pseudotime (left) and their corresponding cluster information (right), respectively. (B) RNA velocity vectors incorporated in the Monocle pseudotime trajectory. (C) Visualizing representative gene expression along pseudotime. (D) Visualizing cell cycle progression in the Monocle pseudotime trajectory. (E) Venn diagram showing overlapped transcriptional factors between this paper and Mok et al. Early, middle, and late represent different stages during hair follicle DC specification. (F) Immunofluorescence analysis of SOX9 and SOX18 expression in E16.5 skin tissues.

Supplementary Figure 4

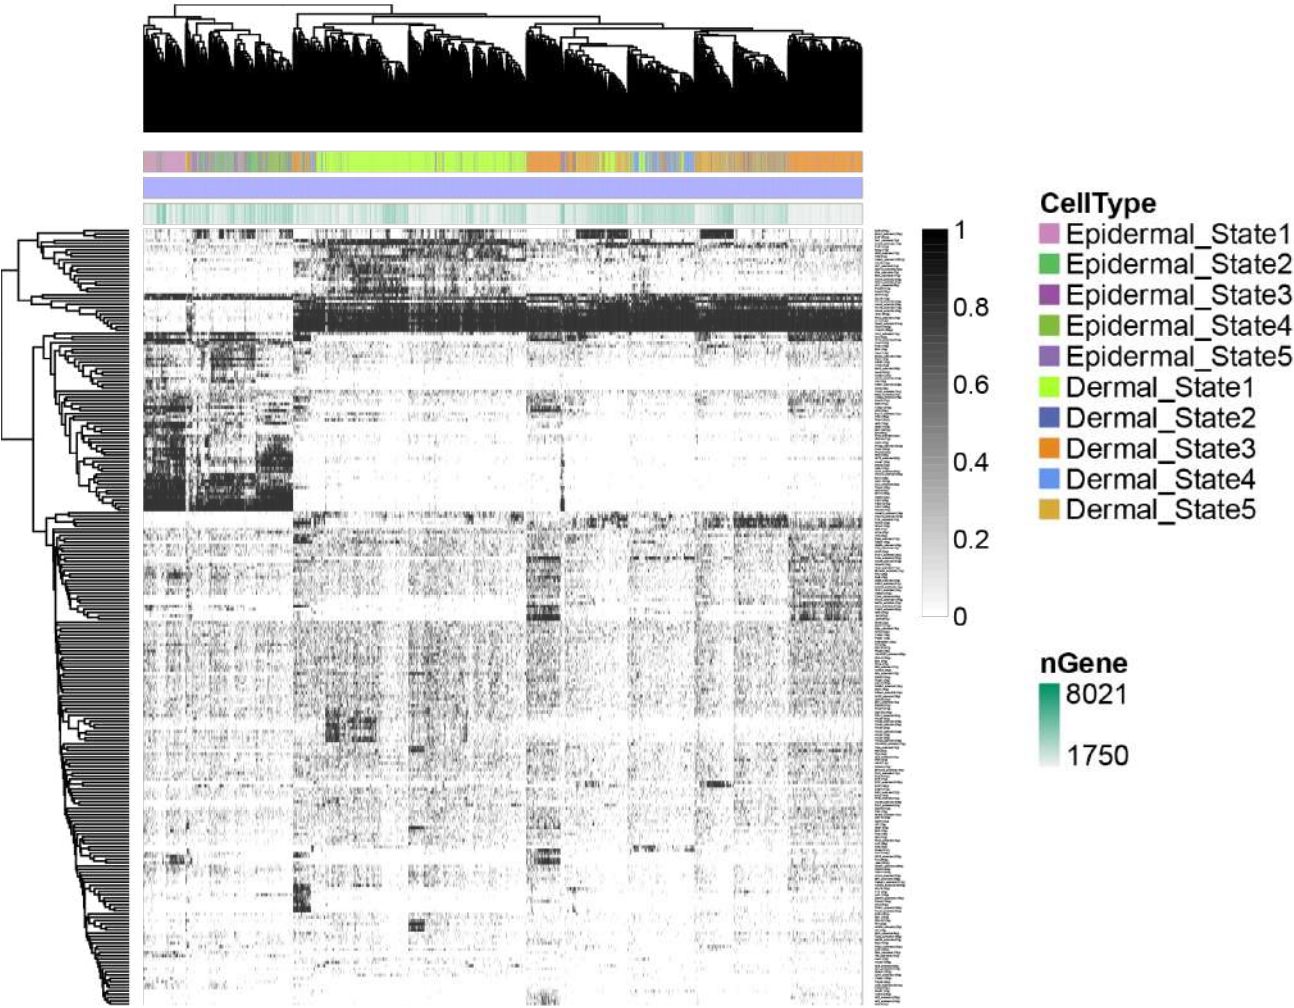

44 **Figure S4:** SCENIC binary regulon activity heatmap depicting all dermal and epidermal  
45 cell states-specific enriched regulons.

Supplementary Figure 5

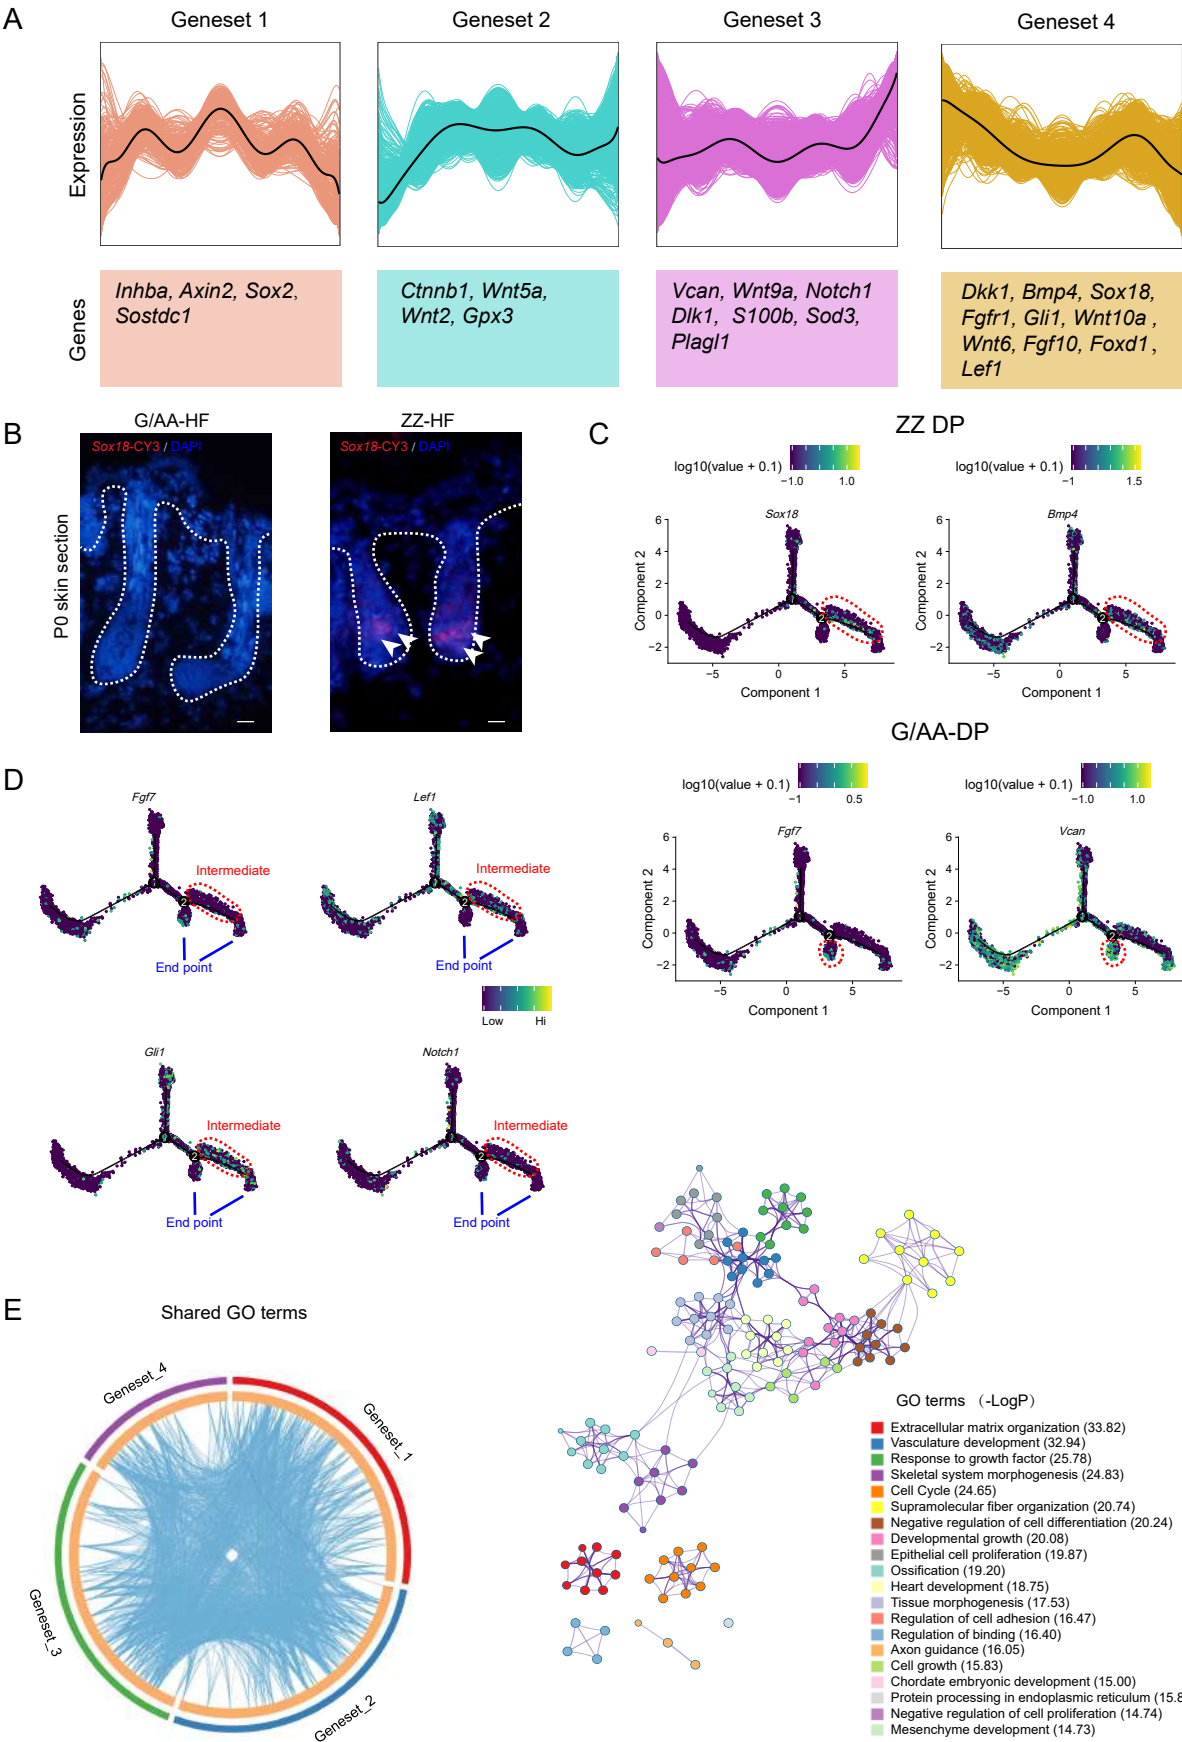

46 **Figure S5: Investigating gene expression profile during AA/ZZ DP and G-DP fate**  
47 **commitment** (A) Gene expression profile and representative genes during AA/ZZ DP and  
48 G-DP fate commitment. (B) mRNA ISH of *Sox18* in P0 skin tissue. (C) Representative  
49 AA/ZZ DP and G-DP marker expression projected into pseudotime trajectory. (D)  
50 Comparison of *Fgf7*, *Lef1*, *Gli1*, and *Notch1* expression in the pseudotime trajectory. The  
51 red dotted box depicts an intermediate stage, while the blue line indicates the endpoint. (E)  
52 Circos plot indicating the shared GO terms and GO interaction network constructed from  
53 different gene set enriched GO terms. Different colors in the network depict different GO  
54 terms.  
55

Supplementary Figure 6

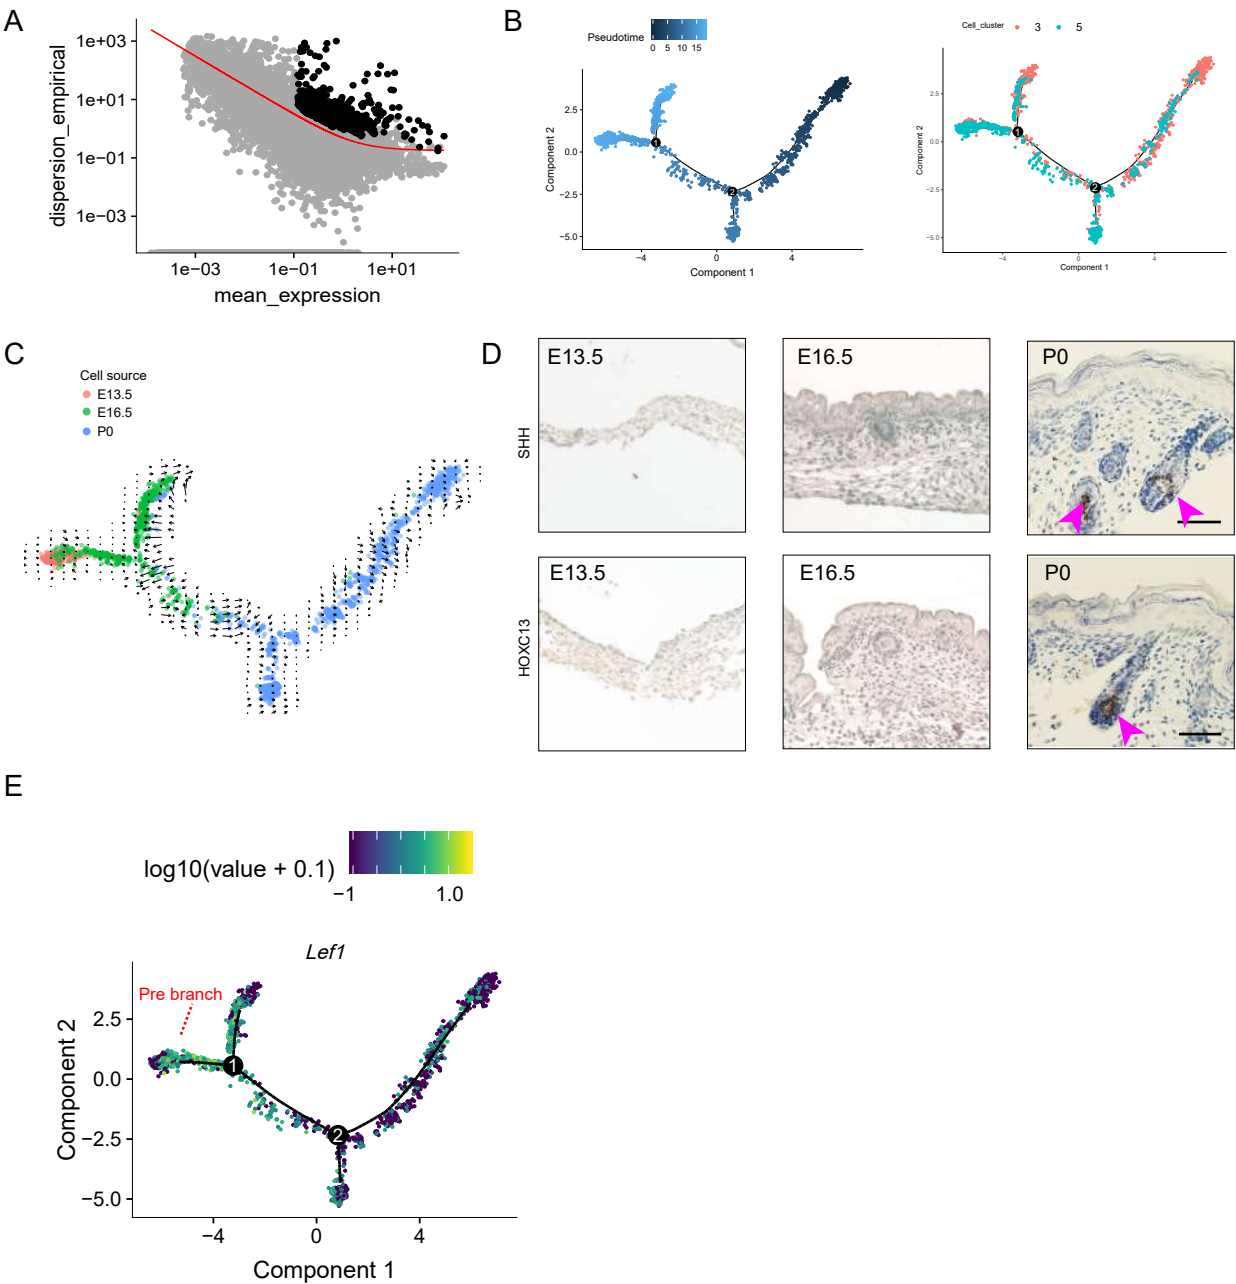

**Figure S6: Interpreting IFE and matrix molecular signature** (A) Scatter plot of mean expression against the empirical dispersion displaying the variable genes (black dots) used for Monocle pseudotime ordering. (B) Pseudotime ordering analysis of all epithelium populations, cells were labeled with pseudotime (left) and their corresponding cluster information (right), respectively. (C) RNA velocity vectors incorporated in the Monocle pseudotime trajectory. Cells were color-coded with their corresponding developmental timepoint. (D) Immunohistochemistry validation of SHH and HOXC13 expression in E13.5, E16.5 and P0 skin tissues. Scale bar, 50  $\mu$ m. (F) Visualization of *Lefl* expression projected into pseudotime trajectory.

# Supplementary Figure 7

A

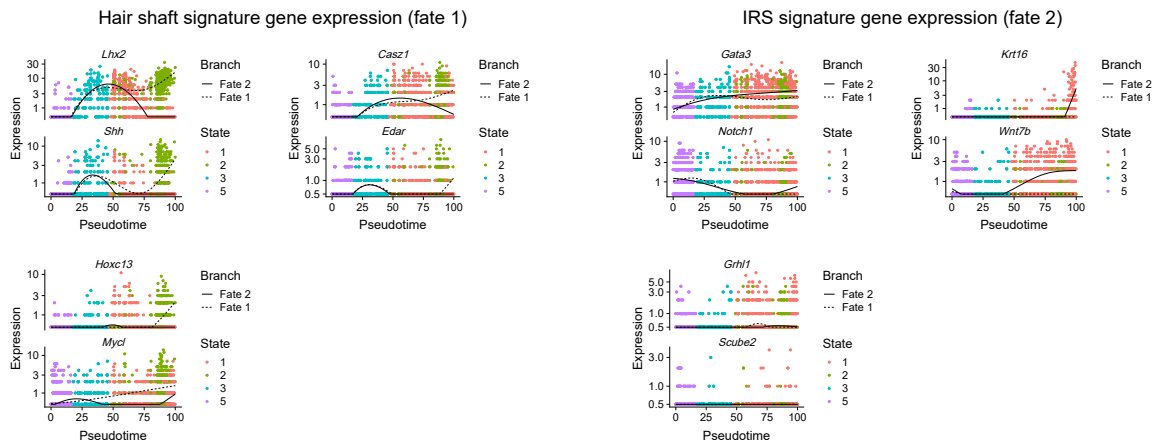

B

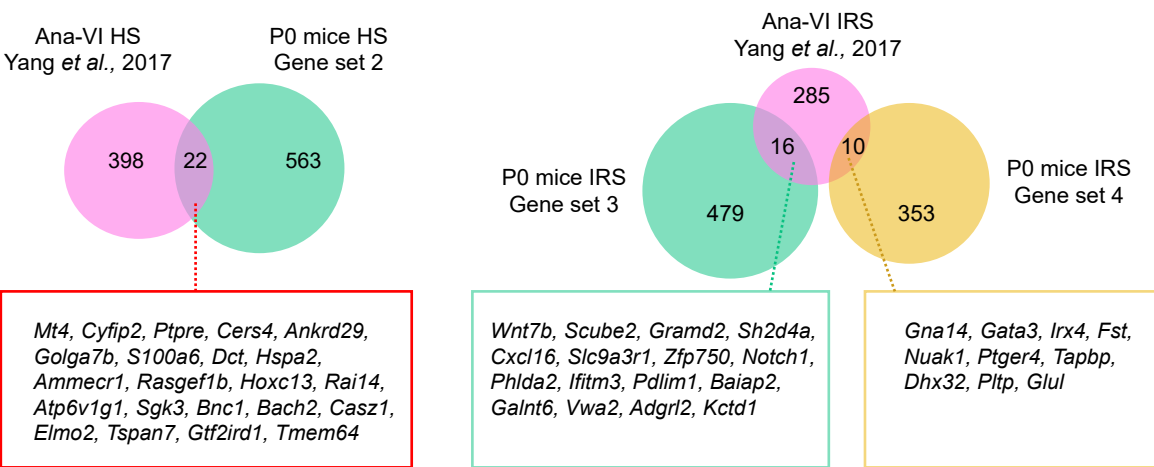

**Figure S7: Dissecting hair shaft and IRS fate decisions.** (A) Hair shaft and IRS signature gene expression along pseudotime. Cells were labeled with cell states with a solid line indicating fate 2 and a dotted line indicating fate 1. (B) Comparison of HS and IRS signature genes between Anagen VI from Yang et al., and our single cell analysis here. The overlapped genes were listed in the rectangular box.

72    **Supplementary Tables:**

73    **Table S1.** List of DEGs for tSNE identified 13 clusters. Corresponding to Figure 1B.

74    **Table S2.** List of branch-specific DEGs expression along pseudotime. Corresponding to  
75    Figure 2C.

76    **Table S3.** List of SCENIC enriched TFs and it's corresponding targets.

77    **Table S4.** Signature genes comparison P0 G-DP, AA/ZZ DP (this study) and AA/ZZ DP, ZZ  
78    DP, GAA DP, G-DP (Rezza et al.). Corresponding to Figure 3D.

79    **Table S5.** Signature genes comparison P0 hair shaft/IRS (this study) and anagen VI HS/IRS  
80    (Yang et al. 2017).

81

How the deposited data were processed for this re-analysis (not part of the article)

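Back skin of pooled male mice at E13.5, E16.5 and P0 was measured by droplet-based 3' single-cell RNA sequencing, with 1 library per stage. The authors aligned reads and counted UMIs with CellRanger, kept genes seen in at least 3 cells and cells with at least 1750 genes in Seurat, and deposited the natural log (ln) of 1 plus the UMIs of a gene scaled to 10000 UMIs per cell. The methods name a normalization without its formula, and the formula given here was found from the values. The table holds 19165 genes and 16235 cells and no aligned values. The scaled values of every cell summed to 10000 and all 48197283 values above 0 were whole multiples of 1 UMI within a tolerance of 0.001, so UMIs were recovered without rounding. The libraries held 53334740 UMIs at E13.5, 66239195 at E16.5 and 46599806 at P0. The lowest number of UMIs in a cell was 3586, 3453 and 3501.

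Each library was clustered alone under Python 3.11.15 with 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1 (leidenalg 0.10.2). The steps were written for this purpose, and the graph was weighted by the share of neighbours that cells have in common. The 121 genes that the paper names were left out of the variable genes. A cluster was named for the class with the highest mean log2 difference of its markers over a reference, with at least 3 markers at or above a log2 difference of 1 and 10 added to each CPM. The reference is the 25th percentile of the clusters. Fold over all other cells was tried first and fold over the median of the clusters was tried second, and both were left after the clusters had been seen, because they left many cells unnamed. A list of cartilage and tendon genes was written after the clusters had been seen, and it left 275 cells at E13.5 out of the dermal class. Dermal-like and epithelial-like cells were then clustered again alone with the same settings to find DC-like, DP-like, matrix-like, suprabasal-like and IRS-like cells. These sub-clusters were always named by fold over all other cells of their class, so the references tried apply to the naming of classes only. Matrix-like cells were named from a list of matrix or placode markers. Cells named from the periderm list were pooled with those named from the suprabasal list: all 78 cells of this group at E16.5 came from the periderm list and are called periderm-like, at E13.5 46 cells did beside 52 from the suprabasal list, and at P0 all 125 came from the suprabasal list. Marker genes are not reported as results for the class they name, and where they are among its leading genes or in a test the text says so. A class was compared between stages only where no cluster had more markers of another class than of its own among its leading genes. In 4 of 12 dermal-like clusters at E16.5 and 1 of 8 at P0, there was 1 neural marker, *Stmn2*, against 0 naming markers of the dermal class.

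The joint clustering used Seurat 5.3.0 under R 4.3.3 with anchors from canonical correlation, 2000 variable genes, 20 dimensions and resolution 0.6, which is a later version than the authors used. Phase was scored with 43 S genes and 54 G2/M genes on cells thinned to 3500 UMIs, and 1 cell at E16.5 with fewer UMIs was left out. Doublets were called with Scrublet in scanpy 1.11.5 at an expected rate of 0.06. They were kept in the values given, since the methods name no removal. The caller found 0 doublets at E13.5 and was treated as not working there.

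Sums of UMIs have exact Poisson intervals and shares of cells have exact binomial intervals at 95%. Intervals cover counting error only, and no test was run, since there was 1 library per stage and cells of a library are not replicates. Groups were called different where the interval of the log2 difference left out 0. Genes were named by a fixed rule: every gene that the paper names for its single-cell data, and the 5 highest and 5 lowest log2 differences of each comparison among genes with at least 50 UMIs. Genes outside the rule are marked as chosen after their values were seen.

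The method was tested on simulated data built from these libraries with 200 changed genes, of which 83.5% to 97% were called, 0 in the wrong direction. Between 0.486% and 2.04% of unchanged genes were called. The simulated sums were drawn from the Poisson model that the intervals assume, without variation between cells or sub-clusters. These values therefore check the computation and not how the intervals hold in real groups. A planted group of 150 cells came back in a single cluster. All other cells of that simulation shared a single profile, so it cannot show that a group such as DC-like cells would be found. Alternatives changed the resolution, the variable genes, the named genes among them, the doublets, the minimum of genes per cell, the weight of each cell, the naming reference, the cartilage and tendon list, the phase rule and the joint clustering. Lists of dissociation response, Y-linked, spinal cord, dorsal root ganglion and erythroid genes were used for tests. Gene positions are from GENCODE vM21, in which all 328 genes looked up were matched by symbol. Pseudotime, regulon activity, RNA velocity and ligand-receptor pairs were not analysed here.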

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

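The tests of free haemoglobin RNA, mixed droplets and marker lists in this part were chosen after the result was seen.

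At E13.5, 450 cells formed an erythroid-like cluster, a type that the paper does not list. The median share of haemoglobin UMIs in these cells was 9.78% and the highest was 80.3%. Beside haemoglobin they carried RNA of other types: their summed dermal markers were at 1732 CPM, which is 67.9% of the level of dermal-like cells, against 1361 CPM in Schwann-like cells, the highest of the other classes that are not dermal (log2 0.35). These cells may therefore be droplets that hold RNA of erythroid cells beside RNA of other cells, and the cluster is not a clean cell type. Free haemoglobin RNA alone was tested with erythroid genes that are not haemoglobins. *Alas2* (2.86) and *Slc4a1* (1.56) were above the other cells of the library with intervals apart, and *Hemgn* was not (-0.0098). The test asked for every gene of the list, and *Hemgn* had too few UMIs to decide. These genes and the haemoglobins were also among the markers that named the cluster, so their rise is partly fixed by the naming. In the other named classes of the library, the median share of haemoglobin UMIs was at most 0.593%, in endothelial-like cells. Free RNA at a single level in all droplets is therefore argued against for the bulk of the cluster. Single cells of other classes did reach high shares, up to 51.3% in neural-like cells. RNA released from broken red cells would carry *Alas2* too. Uneven free RNA and erythroid cells therefore cannot be told apart for this cluster, because its RNA content would be the same. At E16.5 an erythroid-like cluster of 24 cells had a median haemoglobin share of 37.2%. Its dermal markers were at 66.2% of the level of dermal-like cells of that library. The stage is a biological explanation that was not tested, since each stage has 1 library.

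At E13.5, 275 cells were led by cartilage or tendon genes, in clusters of 163 and 112 cells, types that the paper does not list. *Tnmd* was at 194 CPM in the larger cluster and *Col2a1* at 294 CPM in the smaller. The list that set them apart from dermal-like cells was written after their leading genes had been seen. Tissue below the skin in the dissection was not tested, and no biological explanation was tested.

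At P0, 45 cells were adipocyte-lineage-like, a type that the paper does not list among its identities. Their leading genes were *Car3*, *Trf*, *Cfd*, *Adipoq* and *Hp*, of which *Car3* was also a naming marker, and 0 were called doublets, at a median depth of 15619 UMIs against 6797 in the library. Their summed dermal markers were at 42.7% of the level of dermal-like cells. Stage was not tested as an explanation, with 1 library per stage.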

How the results depend on the processing

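The alternatives that name clusters by fold over all other cells or over the median of the clusters, leave out the cartilage and tendon list or remove the highest Scrublet scores were chosen after the result was seen, and the cause of a change was not tested.

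No paired analysis was possible because each stage has 1 library of pooled animals. Of 196 alternative values of the 26 main results, 159 were the same, 37 moved and 0 reversed. The main results that moved were numbers of cells or clusters, median UMIs and shares. Such values have no sign to reverse, so the 0 is no evidence that they are stable. Of 2424 values for single genes, 1996 were the same, 405 moved and 23 reversed. All 13 genes lay on the paper's side between dermal-like and epithelial-like cells at E13.5 and E16.5 and 12 at P0 under each alternative run, and 6 of 6 genes were higher in DC-like cells.

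The choice of naming reference mattered most. Named by fold over all other cells, dermal-like cells were 9.61% of cells at E13.5, 15.8% at E16.5 and 27.7% at P0. DP-like cells were then 13.8% of dermal-like cells, IRS-like cells 24.9% of epithelial-like cells, and G1 shares 83.2% in dermal-like cells at E13.5 and 63.4% in other dermal-like cells at E16.5. The log2 differences that reversed were *Tcf7* between dermal-like and epithelial-like cells at E13.5 (-0.21) and E16.5 (-0.20), *Foxo4* at E16.5 (0.033), and, in DP-like cells at P0, *Bmp4* (-0.78), *Vcan* (-0.44), *Sod3* (-0.37), *Fos* (-0.63), *Prdm1* (-0.067), *Creb3l1* (0.014) and *Trps1* (-0.081). This reference changed the naming of classes only, and sub-clusters were named as before within the changed classes. At E16.5 no cells were named DC-like among the 823 cells then dermal-like. The DC-like share, the 6 genes and the G1 share of DC-like cells were therefore not run. Named by fold over the median, dermal-like cells were 29.4% at E13.5 and 49.6% at E16.5, with a G1 share of 51.0% at E13.5. Without the cartilage and tendon list these were 46.7% and 46.8% at E13.5. With the highest Scrublet scores removed, matrix-like cells were 16.48% of epithelial-like cells.

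At resolution 0.5, dermal-like cells at E13.5 were 22.6%, DC-like cells 8.12%, DP-like cells 7.63% and matrix-like cells 20.4%, with G1 shares of 46.1% in dermal-like cells at E13.5 and 45.2% in other dermal-like cells at E16.5. The reversed log2 differences were *Lef1* at E13.5 (0.010), *Twist2* in DC-like cells (-0.27), *Krt14* (-0.26) and *Sox9* (0.36) in matrix-like over periderm-like or suprabasal-like cells at E16.5, and *Lef1* (-0.21) and *Sox9* (2.301) in matrix-like over remaining epithelial-like cells. At resolution 2.0, DP-like cells were 7.64%.

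With 1000 variable genes, dermal-like cells at E13.5 were 35.1%, DC-like cells 11.2%, DP-like cells 7.79% and *Krt14* reversed (-0.12). With named genes kept among the features, dermal-like cells at E13.5 were 39.8%, DC-like cells 11.0% and *Krt14* reversed (-0.022). With called doublets removed, DC-like cells were 10.8%, and *Krt14* (-0.072) and *Krt10* in matrix-like over remaining epithelial-like cells (0.020) reversed. With each cell weighing the same, *Krt14* reversed (-0.26). With classes from the joint clustering, dermal-like cells at E13.5 were 51.4%.

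With at least 2500 genes per cell, 3342 cells were left at E13.5 and 1876 at P0, with a median of 11376 UMIs at P0. Dermal-like cells at P0 were 24.4%, DC-like cells 8.01% and DP-like cells 10.7%, and *Lef1* between dermal-like and epithelial-like cells at P0 (0.20) and *Twist2* in DC-like cells (-0.22) reversed. Without integration, 17 joint clusters drew over 80% of their cells from 1 stage. With phase from the share of UMIs, G1 shares were 53.7% in dermal-like cells at E13.5, 89.3% in DC-like cells and 47.5% in other dermal-like cells. Genes with few UMIs, such as *Wnt9a*, *Scube2*, *Lgr5* and *Msx1* at E16.5, are limited by depth.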

Differences from the paper's values

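No test was chosen for this part, and the naming reference behind all group values was chosen after the clusters had been seen.

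The paper reports 14 clusters in the joint clustering and the value here was 24. Of the alternatives set before the data were examined, resolution 0.4 gave 20, which is within 1.5 times of the paper's value. No integration (24), resolution 1.0 (29) and 30 dimensions (24) did not come as close.

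The paper describes little overlap of E13.5 cells with the later stages. Clusters with at least 10% of cells of each stage held 43.0% of the E13.5 cells.

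In DP-like cells at P0, 60 *Sox2* UMIs were found here. The paper states that this G/AA-DP marker was not detected in its dataset, and proposes that many zero counts may be the cause. It also names a *Sox2* regulon for the ZZ-DP branch. It lists *Ptn* among genes high in dermal clusters, and at P0 the log2 difference was -2.24, lower in dermal-like cells under each alternative run, while 12 of the 13 genes lay on the side that the paper gives. *Tshz1*, which the paper places high in DC cells, was lower in DC-like cells (-0.38), also under each alternative run, and *Prdm1*, *Heyl* and *Sox18* were higher. *Cntn4*, placed high in a DC gene set, was not apart (-0.01). It was lower at resolution 0.5 (-0.78) and with at least 2500 genes per cell (-0.71), and above 0 only at resolution 2.0 (0.01) and, in an alternative chosen after seeing the values, with naming by the median (0.06). The cells of the paper's branch were not identified here, so whether the 460 DC-like cells are the same group or a wider one is not known, which is a limit of these comparisons.

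The hair shaft branch of the paper has no counterpart among the groups here. No hair shaft-like cluster was found at P0, and *Krt35* was higher in IRS-like than in suprabasal-like cells (4.94), so neither IRS-like nor matrix-like cells could be matched to a branch of the paper. The genes named for the hair shaft branch were therefore not compared in direction with the paper. *Hoxc13*, placed higher in matrix cells at E16.5, was higher than in periderm-like cells (0.67) but not apart from the remaining epithelial-like cells (-0.12), and resolution 0.5 (1.12) and 1000 variable genes (0.34) gave higher values in matrix-like cells. The paper contrasts matrix with IFE cells. No group here was named for IFE at E16.5, since the 78 periderm-like cells came from a periderm list and a sub-cluster of 88 cells led by *Pthlh*, *Lhx2* and *Sox9* stayed among the remaining epithelial-like cells, so these groups are unlike the paper's branches.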

Other observations

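The tests of *Xist*, of the genes named for the IRS branch and of *Ptma* and *Nucks1* by phase were chosen beforehand. All other tests in this part were chosen after the result was seen. For the IRS genes and for *Ptma* and *Nucks1*, the conclusion was changed to undecided after the values were seen.

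The share of DP-like cells at P0 with a *Sox2* UMI at a depth of 3500 UMIs was 7.72%, above that of endothelial-like cells of that library, so free RNA was argued against as the source of these UMIs. Of the 60 *Sox2* UMIs, 44 were in 1 sub-cluster of 42 cells. With cells thinned to one depth, 26.2% of these cells (13.9% to 42.0%) had a *Sox2* UMI, against 5.15% and 2.80% in the other sub-clusters, so a difference in depth does not account for it. What sets that sub-cluster apart stays open, and no biological explanation was tested.

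A candidate explanation for the genes of the IRS branch was a share of suprabasal epidermis. The test asked for *Gata3*, *Notch1*, *Wnt7b* and *Scube2* to be higher in suprabasal-like cells. Of the 4 genes, 2 were higher in IRS-like cells, 1 in suprabasal-like cells and 1 was not apart. As first planned, that result would have counted against a share of suprabasal epidermis. It was left undecided after the values were seen, because of genes outside the test. The list left out *Krt16*, which the paper also names for that branch and which was lower in IRS-like cells (-4.85). The test did not cover all 13 genes that the paper names for the IRS branch or state. Of these 13, 2 were higher in IRS-like cells, 3 were not apart and 8 were lower. The 8 included *Jun* (-1.78), *Junb* (-2.26), *Jund* (-1.48), *Klf3* (-2.02), *Klf4* (-2.73) and *Klf5* (-2.62). *Gata3* (232 CPM) and *Notch1* (46.2 CPM) were present in suprabasal-like cells too. A share of suprabasal epidermis and IRS cells therefore cannot be told apart for this branch, because the 8 genes go with the first and *Gata3* and *Notch1* go against it, and the cells of the branch were not identified here.

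The 16 dissociation response genes had a median log2 difference between P0 and E16.5 above 0 in 6 of 6 classes, from 0.0893 to 1.60. The longer digestion of P0 skin and the stage cannot be told apart, because P0 differs from E16.5 in both and has 1 library. This limits what can be read from *Fos*, *Jun*, *Junb* and *Jund* at P0.

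*Xist* UMIs were in 3, 4 and 5 cells at E13.5, E16.5 and P0. The log2 difference of summed Y-gene CPM between these and the other cells was -3.89 at E13.5, the lowest, where 0 of the 3 cells had a Y-gene UMI, -1.02 at E16.5 (2 of 4 cells, not apart) and 0.38 at P0 (4 of 5 cells, not apart). The cells are too few and the libraries differ, so female cells and stray *Xist* UMIs cannot be told apart. Y genes were found in 63.5%, 76.8% and 64.7% of cells.

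Among the 510 neural-like cells at E13.5, summed spinal cord genes (9 found) were above dorsal root ganglion genes (10 found) by a log2 difference of 1.44, from 0.53 in a cluster of 103 cells and 0.84 in one of 263 to 1.56 and 3.29 in the clusters of 72 cells. The list held *Lhx5* and *Msx3*, which had been seen among the leading genes. Without both, the log2 difference was 1.01 in all neural-like cells, and 0.43, 0.57, 0.15 (not apart) and 2.86 in the clusters in the same order. A candidate source is spinal cord in the dissected tissue, above all for the cluster at 2.86, but for the whole class spinal cord and ganglion cells cannot be told apart, because 1 cluster was not apart and the class is mixed. Dermal markers in the largest neural-like cluster were at 66.1% of the dermal level.

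*Nucks1* was higher in cycling than in G1 dermal-like cells at E16.5 by 1.02 and *Ptma* by 0.40. Both were lower in the dermal-like sub-cluster with the most *Pparg* (-0.87 and -0.79). That sub-cluster was itself mostly in G1 (73.9%), and within G1 cells, a comparison chosen after the result was seen, *Ptma* was still lower in it (-0.62) and *Nucks1* was not apart (-0.14). *Ptma* was higher in DC-like than in other dermal-like cells (0.37), although 83.7% of DC-like cells were in G1. As first planned, the comparison by phase would have favoured cell cycle over lineage, and it was left undecided after the values were seen. Cell cycle and lineage cannot be told apart for these genes. DC-like cells go against phase for *Ptma*, and the cells of the paper's branch were not identified here. Phase calls hold RNA from free transcripts, and that was not removed.

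Summed dermal markers were found in other classes. They were at 700 CPM in endothelial-like cells at E13.5, 536 CPM at E16.5 and 524 CPM at P0, and at 917, 465 and 400 CPM in immune-like cells. In Schwann-like cells they were at 1361, 1497 and 1617 CPM, and in pericyte-like cells at 2371 CPM at E16.5 and 2683 CPM at P0. The level of dermal-like cells of the same libraries was 2552, 4207 and 5647 CPM. As a share of it, the markers were at 27.4%, 12.7% and 9.27% in endothelial-like cells and 35.9%, 11.0% and 7.09% in immune-like cells. In Schwann-like cells the shares were 53.3%, 35.6% and 28.6%, and in melanocyte-like cells 32.7%, 12.5% and 6.77%. Some dermal-like clusters at E16.5 and P0 had *Stmn2*, a neural marker, and no naming marker of their own class among their leading genes. These shares are therefore not compared between stages. Scrublet called 59.5% of 74 cells in an epithelial sub-cluster at E16.5 and 60.6% of 104 cells at P0 as doublets. No explanation was tested for these values.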
